# Genetic and genomic analysis of hyperlipidemia, obesity and diabetes using (C57BL/6J × TALLYHO/JngJ) F2 mice

**DOI:** 10.1186/1471-2164-11-713

**Published:** 2010-12-19

**Authors:** Taryn P Stewart, Hyoung Yon Kim, Arnold M Saxton, Jung Han Kim

## Abstract

**Background:**

Type 2 diabetes (T2D) is the most common form of diabetes in humans and is closely associated with dyslipidemia and obesity that magnifies the mortality and morbidity related to T2D. The genetic contribution to human T2D and related metabolic disorders is evident, and mostly follows polygenic inheritance. The TALLYHO/JngJ (TH) mice are a polygenic model for T2D characterized by obesity, hyperinsulinemia, impaired glucose uptake and tolerance, hyperlipidemia, and hyperglycemia.

**Results:**

In order to determine the genetic factors that contribute to these T2D related characteristics in TH mice, we interbred TH mice with C57BL/6J (B6) mice. The parental, F1, and F2 mice were phenotyped at 8, 12, 16, 20, and 24 weeks of age for 4-hour fasting plasma triglyceride, cholesterol, insulin, and glucose levels and body, fat pad and carcass weights. The F2 mice were genotyped genome-wide and used for quantitative trait locus (QTL) mapping. We also applied a genetical genomic approach using a subset of the F2 mice to seek candidate genes underlying the QTLs. Major QTLs were detected on chromosomes (Chrs) 1, 11, 4, and 8 for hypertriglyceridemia, 1 and 3 for hypercholesterolemia, 4 for hyperglycemia, 11 and 1 for body weight, 1 for fat pad weight, and 11 and 14 for carcass weight. Most alleles, except for Chr 3 and 14 QTLs, increased phenotypic values when contributed by the TH strain. Fourteen pairs of interacting loci were detected, none of which overlapped the major QTLs. The QTL interval linked to hypercholesterolemia and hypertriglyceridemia on distal Chr 1 contains *Apoa2 *gene. Sequencing analysis revealed polymorphisms of *Apoa2 *in TH mice, suggesting *Apoa2 *as the candidate gene for the hyperlipidemia QTL. Gene expression analysis added novel information and aided in selection of candidates underlying the QTLs.

**Conclusions:**

We identified several genetic loci that affect the quantitative variations of plasma lipid and glucose levels and obesity traits in a TH × B6 intercross. Polymorphisms in *Apoa2 *gene are suggested to be responsible for the Chr 1 QTL linked to hypercholesterolemia and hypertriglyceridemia. Further, genetical genomic analysis led to potential candidate genes for the QTLs.

## Background

Diabetes is one of the most devastating and prevalent diseases in humans. According to data from the 2007 National Diabetes Fact Sheet, 23.6 million people in the United States (7.8% of the population) have diabetes http://www.diabetes.org/diabetes-basics/diabetes-statistics/. Type 2 diabetes (T2D) is the most common form of diabetes and is often associated with a collection of metabolic disorders including dyslipidemia and obesity which substantially magnifies the mortality and morbidity related to T2D [1,2]. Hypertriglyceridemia is the main lipid abnormality in T2D patients that usually occurs years before diabetes, and is a strong predictor of diabetes [2]. The genetic contribution to human T2D and related metabolic disorders is evident, and mostly follows polygenic inheritance [3,4].

TALLYHO/JngJ (TH) mice are a polygenic model for T2D characterized by glucose intolerance and hyperglycemia (limited to males) and show metabolic abnormalities including obesity, insulin resistance, hyperinsulinemia, and hyperlipidemia [5-7]. The TH male mice exhibit a striking rise in plasma triglyceride levels at an early age when their plasma glucose levels are steadily rising [6]. On the other hand, TH female mice do not exhibit this triglyceride spike although they maintain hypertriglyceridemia compared with age- and sex-matched C57BL/6J (B6) mice. Some degree of vascular dysfunction is also reported in TH mice [8,9].

In the present study, we performed a genome-wide scan to search for quantitative trait loci (QTLs) affecting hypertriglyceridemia in TH mice using male F2 mice from a cross of B6 × TH. We also searched for loci linked to hypercholesterolemia, hyperinsulinemia, obesity, and hyperglycemia. Finally, we applied a genetical genomic approach and assessed the data systemically for candidate genes at the QTLs.

## Results

### Phenotypes in parental, F1, and F2 mice

Body weights and 4-hour fasting plasma levels of triglyceride, total cholesterol, insulin, and glucose were measured at 8, 12, 16, 20, and 24 weeks of age. At 24 weeks of age, mice were killed and the five regional fat pads were dissected and weighed. 

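At 24 weeks of age, plasma triglyceride of the F2 male mice averaged 181 ± 3.65 mg/dl (mean ± SEM, n = 375) and ran from 39.9 to 436 mg/dl, a 10.9-fold range. Plasma total cholesterol averaged 3.26 ± 0.0612 mmol/l (n = 375) and ran from 1.25 to 8.11 mmol/l. Plasma glucose averaged 162 ± 2.91 mg/dl (n = 375), with a lowest value of 39.7 mg/dl and a highest of 599 mg/dl. Plasma insulin was the most variable trait, at 2.70 ± 0.155 ng/ml (n = 371) with values from 0.06 to 24.0 ng/ml. Body weight averaged 39.3 ± 0.294 g (n = 373) and differed 2.41-fold between the lightest and the heaviest mouse, and the 5 regional fat pads together weighed 3.71 ± 0.0912 g (n = 372), with a 16.5-fold range. In 14 of the 393 mice, plasma glucose reached 300 mg/dl or more at 1 or more of the 5 ages. These values are over all F2 mice of the authors' deposited table.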

In the F2 intercross mice, where B6 and TH genomes are mixed and reassembled, there was wide variation in trait values that even exceeded the ranges in parental mice (Table 1). This indicates that multiple genetic variants between the parental strains were responsible for the expression of traits.

**Table 1:** Phenotypes of the parental, F1, and F2 mice (males).

	B6 (n)	F1 (n)	TH (n)	F2 (n) (lowest, highest)	16 F2 mice chosen for microarray Lower (n = 8); Upper (n = 8)
Triglyceride (mg/dl)					
8 wk	63 ± 12 (9)^a^	153 ± 12 (15)^b^	438 ± 41 (7)^c^	168 ± 3 (368) (60, 472)	130 ± 14; 207 ± 22 (P = 0.009)
12 wk	68 ± 8 (14)^a^	186 ± 11 (19)^b^	237 ± 53 (9)^b^	166 ± 3 (382) (44, 357)	135 ± 14; 230 ± 22 (P = 0.003)
16 wk	63 ± 3 (18)^a^	168 ± 8 (19)^b^	438 ± 39 (16)^c^	167 ± 4 (384) (20, 486)	120 ± 15; 191 ± 27 (P = 0.038)
20 wk	71 ± 7 (18)^a^	180 ± 20 (19)^b^	367 ± 32 (16)^c^	181 ± 4 (377) (56, 479)	126 ± 17; 336 ± 24 (P < 0.0001)
24 wk	60 ± 6 (18)^a^	221 ± 19 (19)^b^	368 ± 33 (16)^c^	181 ± 4 (375) (40, 436)	81 ± 7; 331 ± 17 (P < 0.0001)

Cholesterol (mmol/l)					
8 wk	2.9 ± 0.2 (9)^a^	2.3 ± 0.1 (15)^b^	4.0 ± 0.1 (7)^c^	2.9 ± 0.1 (365) (0.7, 7.6)	2.2 ± 0.2; 2.9 ± 0.4 (P = 0.09)
12 wk	2.6 ± 0.2 (14)^a^	3.1 ± 0.2 (19)^b^	2.9 ± 0.1 (9)^b^	3.1 ± 0.1 (378) (0.4, 8.5)	2.5 ± 0.3; 3.1 ± 0.5 (P = 0.36)
16 wk	3.0 ± 0.3 (19)^a^	2.6 ± 0.1 (19)^a^	3.6 ± 0.3 (16)^b^	3.0 ± 0.1 (384) (1.0, 6.8)	2.5 ± 0.3; 3.6 ± 0.4 (P = 0.04)
20 wk	2.1 ± 0.1 (18)^a^	3.5 ± 0.3 (19)^b^	4.7 ± 0.3 (16)^c^	3.3 ± 0.1 (377) (1.1, 6.8)	2.7 ± 0.3; 3.6 ± 0.2 (P = 0.03)
24 wk	1.9 ± 0.1 (18)^a^	3.6 ± 0.1 (19)^b^	4.0 ± 0.4 (16)^b^	3.3 ± 0.1 (375) (1.3, 8.1)	2.8 ± 0.2; 3.1 ± 0.5 (P = 0.58)

Glucose (mg/dl)					
8 wk	175 ± 10 (9)^a^	175 ± 11 (15)^a^	292 ± 48 (7)^b^	176 ± 2 (368) (98, 353)	163 ± 11; 183 ± 9 (P = 0.20)
12 wk	132 ± 6 (14)^a^	147 ± 9 (19)^a^	252 ± 40 (9)^b^	166 ± 2 (382) (45, 473)	145 ± 8; 168 ± 11 (P = 0.10)
16 wk	181 ± 14 (19)^a^	166 ± 4 (19)^a^	460 ± 38 (16)^b^	169 ± 3 (384) (62, 575)	144 ± 15; 160 ± 11 (P = 0.40)
20 wk	177 ± 10 (18)^a^	156 ± 5 (19)^a^	364 ± 36 (16)^b^	165 ± 3 (378) (64, 492)	144 ± 17; 163 ± 13 (P = 0.40)
24 wk	175 ± 10 (18)^a^	162 ± 8 (19)^a^	387 ± 33 (16)^b^	162 ± 3 (375) (40, 599)	131 ± 9; 128 ± 13 (P = 0.83)

Insulin (ng/ml)					
8 wk	0.07 ± 0.02 (9)^a^	0.96 ± 0.17 (15)^b^	1.81 ± 0.41 (7)^c^	1.31 ± 0.06 (384) (0.01, 9.71)	1.45 ± 0.31; 1.36 ± 0.28 (P = 0.83)
12 wk	0.22 ± 0.07 (13)^a^	1.12 ± 0.15 (19)^b^	0.98 ± 0.33 (9)^b^	1.55 ± 0.08 (376) (0.06, 12.36)	0.80 ± 0.14; 1.28 ± 0.17 (P = 0.05)
16 wk	0.35 ± 0.09 (18)^a^	1.24 ± 0.13 (19)^b^	0.98 ± 0.26 (15)^b^	2.17 ± 0.11 (381) (0.07, 15.03)	1.19 ± 0.23; 1.94 ± 0.43 (P = 0.20)
20 wk	0.42 ± 0.11 (18)^a^	2.14 ± 0.26 (19)^b^	1.56 ± 0.41 (16)^b^	2.39 ± 0.15 (376) (0.02, 23.18)	1.12 ± 0.36; 2.35 ± 0.47 (P = 0.06)
24 wk	0.41 ± 0.10 (10)^a^	2.78 ± 0.55 (16)^b^	2.31 ± 0.56 (13)^b^	2.70 ± 0.16 (371) (0.06, 23.97)	2.59 ± 1.10; 5.13 ± 2.10 (P = 0.30)

Body weight (g)					
8 wk	22 ± 0.4 (14)^a^	30 ± 0.5 (15)^b^	31 ± 0.5 (7)^b^	29 ± 0.2 (385) (20, 40)	30 ± 1.1; 29 ± 0.9 (P = 0.33)
12 wk	24 ± 0.5 (18)^a^	33 ± 0.6 (19)^b^	32 ± 0.6 (16)^b^	33 ± 0.2 (385) (23, 45)	33 ± 1.2; 33 ± 1.2 (P = 0.65)
16 wk	25 ± 0.5 (18)^a^	36 ± 0.7 (19)^b^	34 ± 0.8 (16)^b^	35 ± 0.2 (383) (24, 49)	35 ± 1.5; 36 ± 1.3 (P = 0.66)
20 wk	27 ± 0.5 (18)^a^	38 ± 0.7 (19)^b^	36 ± 1.0 (16)^c^	37 ± 0.3 (378) (25, 52)	36 ± 2.0; 38 ± 1.1 (P = 0.39)
24 wk	28 ± 0.4 (18)^a^	41 ± 0.6 (19)^b^	36 ± 1.4 (16)^c^	39 ± 0.3 (373) (25, 59)	38 ± 2.2; 41 ± 1.3 (P = 0.26)

Fat pad & Carcass weights (g)					
IG	0.34 ± 0.02 (18)^a^	1.37 ± 0.07 (19)^b^	0.69 ± 0.15 (16)^c^	0.99 ± 0.03 (372) (0.07, 2.66)	0.64 ± 0.14; 1.14 ± 0.10 (P = 0.01)
ED	0.43 ± 0.03 (18)^a^	1.86 ± 0.07 (19)^b^	0.98 ± 0.23 (16)^c^	1.41 ± 0.03 (372) (0.19, 3.21)	1.11 ± 0.25; 1.69 ± 0.19 (P = 0.08)
MS	0.11 ± 0.01 (18)^a^	0.60 ± 0.03 (19)^b^	0.24 ± 0.06 (16)^c^	0.40 ± 0.01 (372) (0.07, 1.30)	0.35 ± 0.12; 0.46 ± 0.04 (P = 0.40)
RP	0.12 ± 0.01 (18)^a^	0.64 ± 0.02 (19)^b^	0.26 ± 0.06 (16)^c^	0.43 ± 0.01 (371) (0.05, 1.47)	0.31 ± 0.07; 0.63 ± 0.13 (P = 0.05)
SC	0.14 ± 0.01 (18)^a^	0.72 ± 0.04 (19)^b^	0.32 ± 0.09 (16)^c^	0.50 ± 0.02 (372) (0.05, 3.26)	0.32 ± 0.08; 0.59 ± 0.06 (P = 0.01)
Sum	1.14 ± 0.06 (18)^a^	5.17 ± 0.20 (19)^b^	2.34 ± 0.55 (16)^c^	3.72 ± 0.09 (371) (0.52, 8.59)	2.69 ± 0.61; 4.51 ± 0.31 (P = 0.02)
Carcass	26 ± 0.4 (18)^a^	34 ± 0.5 (19)^b^	31 ± 1.0 (16)^c^	33 ± 0.2 (371) (23, 47)	34 ± 1.8; 34 ± 1.0 (P = 0.91)

Data are presented as mean ± sem. Means labeled with different letters are significantly different from one another comparing B6, F1 and TH (P < 0.05). wk, week; IG, inguinal; ED, epididymal; MS, mesenteric; RP, retroperitoneal including perirenal; SC, subscapular; Sum, sum of the 5 fat pads above; B6, C57BL/6J; TH, TALLYHO/JngJ.

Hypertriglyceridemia appeared to be inherited in a semidominant manner since the mean plasma level of triglyceride of F1 (B6 × TH) progeny was intermediate between the means of the two parental strains (Table 1). Hypercholesterolemia, on the other hand, showed a complex inheritance.

The F1 population showed a mean plasma glucose level that was indistinguishable from B6 strain, suggesting that hyperglycemia is inherited in a recessive manner for the TH alleles (Table 1). Plasma insulin levels in F1 mice were between the parental values at 8 weeks of age, but became similar to TH mice at later ages.

The F1 mice initially showed higher body weights than B6 mice, but comparable to TH mice (Table 1). However, at later ages hybrid vigor (or heterosis), where a first-generation hybrid displays superior phenotypic expression over their parents, was observed for body weights. Increases both in fat mass (measured by fat pad weights) and lean mass (measured by carcass weight) appeared to contribute to the increased body weights in the F1 mice.

### Significant QTLs identified by composite interval genome-wide scans

We collected approximately 380 F2 male mice, and individual mice were genotyped with 68 simple sequence length polymorphism (SSLP) markers at approximately 20-cM intervals. 

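The traits and genotypes of 393 F2 male mice were used as deposited by the authors. Triglyceride, total cholesterol, glucose and insulin in fasting plasma and body weight were measured every 4 weeks from 8 to 24 weeks of age, and the regional fat pads and the carcass were weighed at 24 weeks. Each of the 32 traits had a value in 365 to 385 mice. At the 68 markers, 0.887% of genotype calls were missing and 354 mice had a call at every marker. Genotypes departed from 1:2:1 at 7 of the 68 markers (adjusted p under 0.05, chi-square test with Benjamini-Hochberg adjustment; 16 markers at an unadjusted p under 0.05), most of all at D10Mit11 on Chr 10, with 150 B6/B6, 132 B6/TH and 107 TH/TH mice. On the map of Table S1, which was used here, neighbouring markers lay a median of 29.6 cM apart, with a widest gap of 74.0 cM. Linkage was tested by composite interval mapping, the method the paper names, through Haley-Knott regression at steps of 1 cM with 3 marker covariates and a window of 10 cM around each. Insulin, glucose and the subscapular fat pad, the traits with the strongest positive skew, were taken as log10. The threshold is the 95th percentile of the highest LOD score of the genome in 100 shuffles of the mice for each trait, pooled over the 32 traits, and was 3.55 (90th percentile 3.20, 99th percentile 4.24). The LOD score given for a locus is the highest within 20 cM of the marker named in Table 2. Genotype means are given with their SEM. Differences among the 3 genotypes at a marker were tested by a permutation test with 100000 resamples, adjusted over the 21 combinations of trait and marker in Table 2. The additive effect is the change per TH allele and the dominance effect the distance of the B6/TH mean from the midpoint of the homozygous means, each with a 95% confidence interval. On simulated traits of these mice, an additive locus was placed at a typed marker. It passed the threshold in 82.5% of 200 traits where it explained 5% of the variance, and in 40% at 3%. A locus of small effect can thus be missed, and these shares do not cover loci between markers, which were not simulated.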

A genome-wide QTL analysis was then performed for the traits in the male F2 population at 8, 12, 16, 20, and 24 weeks of age. Figure 1 represents the distribution of trait values at 24 weeks of age, with most traits showing approximately normal distributions, but a few traits had positive skew. 

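Skewness at 24 weeks was highest for plasma insulin, at 3.16 over 371 mice, followed by plasma glucose at 2.78 over 375 mice and the subscapular fat pad at 2.22 over 372 mice. Total cholesterol had a skewness of 1.23 and the mesenteric fat pad of 0.963. Triglyceride, body weight and carcass weight had values of 0.605, 0.441 and 0.535. The distribution of the epididymal fat pad was close to symmetric, at 0.0780. After log10 transformation the skewness of the first 3 traits fell to -0.266 for insulin, -0.0597 for glucose and -0.506 for the subscapular fat pad. These values carry no error of their own, since each is taken once over the mice.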

Similar distribution patterns were observed at all other ages for each trait (not shown). QTLs with genome-wide significance levels > 5% are summarized in Table 2. 

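By regression, plasma cholesterol at 12, 16 and 20 weeks had the highest LOD scores among the 21 combinations of trait and marker in Table 2, on Chr 1. By maximum likelihood, chosen after the data were seen, cholesterol at 8 weeks was first, at 10.9. By regression the subscapular, epididymal and inguinal fat pads and the sum of the pads, also on Chr 1 but at another position, and triglyceride at 20 weeks on Chr 4 followed. Of the 21 combinations, 14 were past the genome-wide threshold within 20 cM of the marker named. The other combinations were triglyceride at 8 and 24 weeks, glucose at 24 weeks, body weight at 24 weeks on Chr 1, and the body weight and carcass traits at D11Mit41 on Chr 11. For these Chr 11 traits the highest scores on the chromosome, 4.44, 4.52 and 4.45, passed the threshold outside this stretch, near the paper's best locations. At the typed marker itself the genotype means differed in 21 of 21 combinations (adjusted p under 0.05, permutation test), and the 95% interval of the additive effect left out 0 in 21 of 21. On the log10 scale the means differed in 20 of 21, all but triglyceride at 12 weeks at D11Mit132 (adjusted p = 0.0880). The marker means are tests of a named locus, without the correction for a search of the genome that the threshold on the LOD score holds.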

Lod score plots of genome-wide scans are depicted in Figure 2 and 3 for traits with significant QTL.

**Table 2:** Summary of major QTLs detected in the F2 mice.

	Chr	Best location, cM (CI)	Closest marker to peak LOD	Peak LOD	**GW Sig**.	%		Phenotype value	
							**B6/B6 (n)**	**B6/TH (n)**	**TH/TH (n)**

Triglyceride (mg/dl)									
8 wk	1	95.7 (25.7, 96.9)	*D1Mit113*	3.67	S	3.63	157 ± 7 (89)^a^	164 ± 4 (201)^a^	188 ± 6 (78)^b^
12 wk	11	65 (20, 79)	*D11Mit132*	3.76	S	1.72	153 ± 5 (90)^a^	169 ± 4 (182)^b^	173 ± 6 (109)^b^
20 wk	4	31.3 (21.3, 41.3)	*D4Mit178*	4.47	VS	4.82	161 ± 6 (92)^a^	178 ± 5 (201)^a^	210 ± 9 (83)^b^
24 wk	8	55.75 (50, 55.7)	*D8Mit242*	3.94	S	4.29	159 ± 7 (97)^a^	185 ± 5 (186)^b^	199 ± 8 (91)^b^

Cholesterol (mmol/l)									
8 wk	1	86.7 (84.7, 87.7)	*D1Mit113*	11.83	VS	4.96	2.5 ± 0.1 (88)^a^	2.9 ± 0.1 (200)^b^	3.2 ± 0.1 (77)^c^
12 wk	1	89.7 (86.7, 96.7)	*D1Mit113*	6.55	VS	6.76	2.6 ± 0.1 (88)^a^	3.2 ± 0.1 (211)^b^	3.5 ± 0.1 (79)^c^
	3	10.6 (5.6, 11.6)	*D3Mit304*	4.07	S	4.31	3.5 ± 0.1 (102)^a^	3.0 ± 0.1 (177)^b^	2.9 ± 0.1 (99)^b^
16 wk	1	93.7 (86.7, 96.9)	*D1Mit113*	7.99	VS	8.62	2.6 ± 0.1 (92)^a^	3.0 ± 0.1 (212)^b^	3.5 ± 0.1 (80)^c^
20 wk	1	92.7 (86.7, 96.9)	*D1Mit113*	9.83	VS	11.05	2.8 ± 0.1 (89)^a^	3.2 ± 0.1 (209)^b^	3.9 ± 0.1 (79)^c^

Glucose (mg/dl)									
24 wk	4	67.3 (66.3, 70.3)	*D4Mit312*	6.13	VS	2.89	147 ± 4 (102)^a^	167 ± 4 (205)^b^	172 ± 8 (66)^b^

Body weight (g)									
20 wk	11	41 (32, 43)	*D11Mit41*	4.51	VS	2.17	36 ± 0.5 (72)^a^	38 ± 0.4 (199)^b^	38 ± 0.5 (103)^b^
24 wk	11	41 (32, 43)	*D11Mit41*	4.43	VS	1.74	38 ± 0.6 (72)^a^	40 ± 0.4 (197)^b^	40 ± 0.6 (103)^b^
	1	35.7 (33.7, 44.7)	*D1Mit215*	3.52	S	4.15	37 ± 0.6 (92)^a^	40 ± 0.4 (180)^b^	41 ± 0.6 (101)^b^

Fat pad weight (g)									
IG	1	41.7 (33.7, 44.7)	*D1Mit215*	5.38	VS	5.88	0.79 ± 0.05 (92)^a^	1.02 ± 0.04 (179)^b^	1.12 ± 0.05 (101)^b^
ED	1	39 (33.7, 44.7)	*D1Mit215*	6.20	VS	7.02	1.15 ± 0.06 (92)^a^	1.43 ± 0.05 (179)^b^	1.61 ± 0.06 (101)^c^
MS	1	41.7 (33.7, 44.7)	*D1Mit215*	4.14	S	4.78	0.32 ± 0.02 (92)^a^	0.42 ± 0.02 (179)^b^	0.43 ± 0.02 (101)^b^
RP	1	39 (33.7, 44.7)	*D1Mit215*	4.62	VS	5.40	0.33 ± 0.02 (91)^a^	0.44 ± 0.02 (179)^b^	0.47 ± 0.02 (101)^b^
SC	1	39 (33.7, 44.7)	*D1Mit215*	6.39	VS	7.24	0.37 ± 0.03 (92)^a^	0.54 ± 0.03 (179)^b^	0.56 ± 0.03 (101)^b^
Sum	1	40.7 (33.7, 44.7)	*D1Mit215*	6.26	VS	7.01	2.9 ± 0.16 (92)^a^	3.8 ± 0.13 (179)^b^	4.2 ± 0.18 (101)^b^

Carcass weight (g)									
	11	40 (32, 43)	*D11Mit41*	4.48	VS	1.88	32 ± 0.4 (72)^a^	34 ± 0.3 (197)^b^	34 ± 0.4 (102)^b^
	14	72.5 (65.5, 76.1)	*D14Mit107*	3.67	S	4.53	34 ± 0.5 (81)^a^	34 ± 0.3 (193)^a^	32 ± 0.4 (96)^b^

Phenotypic data are presented as mean ± sem. Means labeled with different letters are significantly different from one another (P < 0.05). Chr, chromosome; CI, 2 LOD support interval; %, total variance explained by R-square; IG, inguinal; ED, epididymal; MS, mesenteric; RP, retroperitoneal including perirenal; SC, subscapular; Sum, sum of the 5 fat pads above; GW Sig., genome-wide significance; S, significant; VS, very significant.

**Figure 1:**
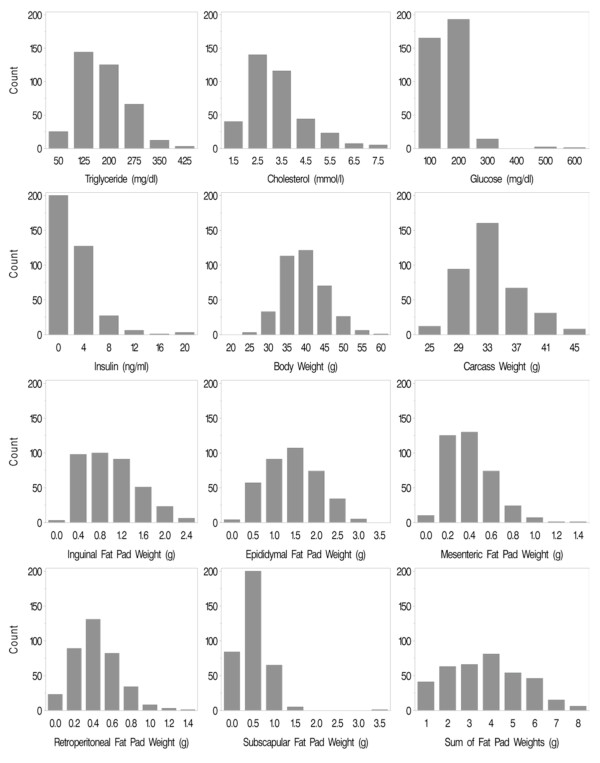
**Histogram showing distribution of traits at 24 weeks of age in F2 mice**. We interbred TH mice with B6 mice, and the resultant F2 mice (male) were phenotyped at 8, 12, 16, 20, and 24 weeks of age for 4-hour fasting plasma triglyceride, total cholesterol, insulin, and glucose levels and body, fat pad and carcass weights. Count is the number of mice.

**Figure 2:**
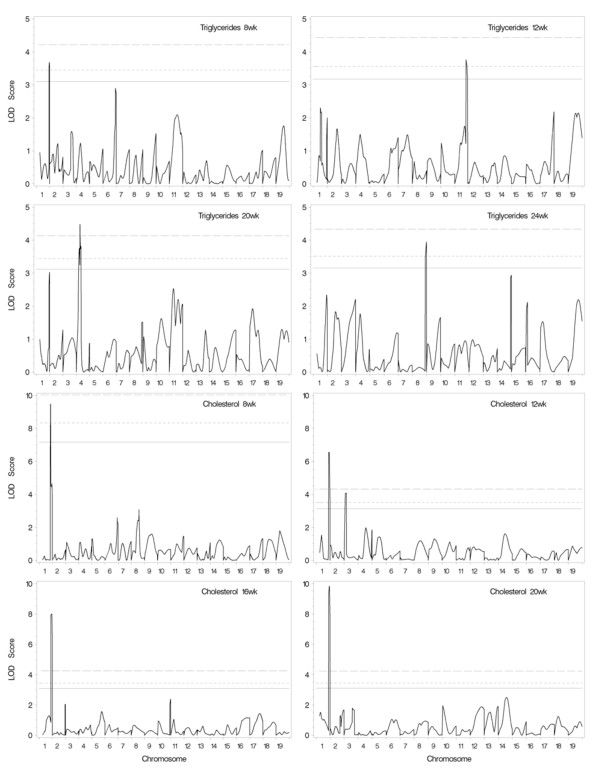
**Plot of one-dimensional genome-wide scans for (B6 × TH) F2 male progeny on 19 autosomes**. The associated phenotypic traits are plasma triglyceride and cholesterol levels as indicated. The lod score is plotted as a function of genome location. The horizontal lines represent critical values at the 99% (*P *< 0.01), 95% (*P *< 0.05) and 90% (*P *< 0.1) significance levels.

**Figure 3:**
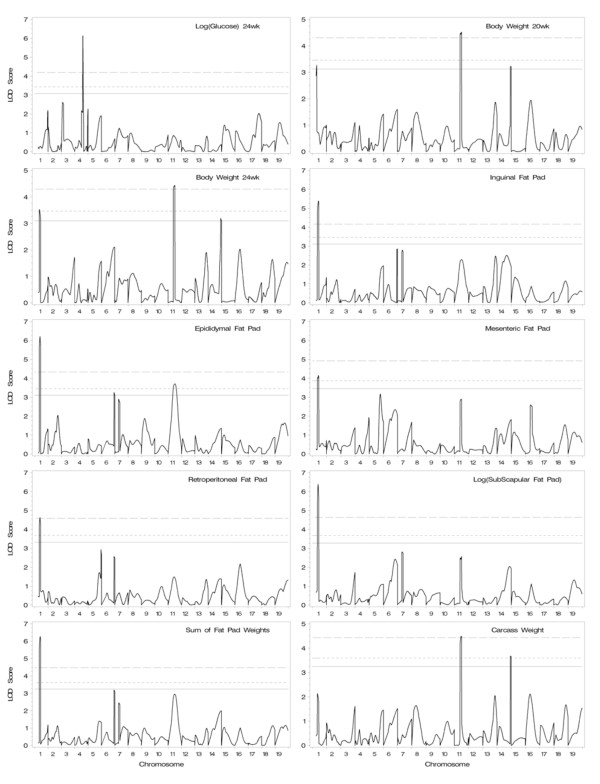
**Plot of one-dimensional genome-wide scans for (B6 × TH) F2 male progeny on 19 autosomes**. The associated phenotypic traits are plasma glucose levels and body, fat pad and carcass weights as indicated. The lod score is plotted as a function of genome location. The horizontal lines represent critical values at the 99% (*P *< 0.01), 95% (*P *< 0.05) and 90% (*P *< 0.1) significance levels.

#### Triglyceride

Four significant QTLs for plasma triglyceride level had age-specific activity; loci near *D1Mit113 *on chromosome (Chr) 1 for 8 week, *D11Mit132 *on Chr 11 for 12 week, *D4Mit178 *on Chr 4 for 20 week, and *D8Mit242 *on Chr 8 for 24 week. 

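Plasma triglyceride rose with the number of TH alleles at each of these markers. At D4Mit178 on Chr 4, triglyceride at 20 weeks was 161 ± 6.15 mg/dl (n = 92) in B6/B6 mice and 210 ± 9.40 mg/dl (n = 83) in TH/TH mice, with a LOD score of 5.03 at 31.3 cM. At D1Mit113 on Chr 1, triglyceride at 8 weeks was 157 ± 6.56 mg/dl (n = 89) in B6/B6 and 188 ± 6.40 mg/dl (n = 78) in TH/TH mice, with a LOD score of 3.37 at 94.7 cM, under the threshold of 3.55. It was past it on the log10 scale, at 3.94. At D8Mit242 on Chr 8, triglyceride at 24 weeks was 159 ± 7.14 mg/dl (n = 97) in B6/B6 and 199 ± 8.15 mg/dl (n = 91) in TH/TH mice. The LOD score was 3.06 at 55.8 cM, and 3.62 on the log10 scale. On Chr 11 the LOD score for triglyceride at 12 weeks was 3.88 at 65 cM. On the log10 scale it was 1.37 within 20 cM of D11Mit132, under the threshold, and the highest score on the chromosome, 3.52 at 42 cM, was past that of 3.46. The score at the typed marker was 1.43. The closest marker on the Table S1 map to the peak was D11Mit41, and at D11Mit132, 17.0 cM away, the means were 153 ± 5.24 mg/dl (n = 90) in B6/B6 and 173 ± 6.25 mg/dl (n = 109) in TH/TH mice. Whether a genotype effect differed between the named age and the mean of the other ages was tested in 345 or 346 mice measured at all 5 ages. No test passed after adjustment over the 9 loci and ages for triglyceride and cholesterol (permutation test, 2 at an unadjusted p under 0.05). The lowest p was for D4Mit178, where the effect per TH allele was 13.9 mg/dl larger at 20 weeks than at the other ages (95% interval 4.36 to 23.3, permutation test, p = 0.00592, adjusted p = 0.0533).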

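Each TH allele added 24.4 mg/dl to plasma triglyceride at 20 weeks at D4Mit178 (95% confidence interval 13.2 to 35.6) and 20.2 mg/dl at 24 weeks at D8Mit242 (10.2 to 30.1). The effect at 8 weeks was 15.3 mg/dl at D1Mit113 (6.78 to 23.9) and that at 12 weeks was 10.2 mg/dl at D11Mit132 (2.01 to 18.4). TH/TH mice were thus above B6/B6 mice by 30.3%, 25.4%, 19.6% and 13.4% in that order. The adjusted p of the permutation test among genotypes was 0.000187 at D4Mit178, 0.00045 at D8Mit242, 0.00139 at D1Mit113 and 0.0388 at D11Mit132, where it was 0.0880 on the log10 scale. The 4 markers explained 4.82%, 4.29%, 3.63% and 1.72% of the variance of the trait, in the same order.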

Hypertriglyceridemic contributions were from TH genome. TH alleles for Chr 1 and Chr 4 QTLs appeared to be recessive while Chr 11 and Chr 8 QTLs were dominant.

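Heterozygous mice had a mean triglyceride of 164 ± 3.75 mg/dl (n = 201) at D1Mit113 on Chr 1 and 178 ± 5.48 mg/dl (n = 201) at D4Mit178 on Chr 4, in each case below the midpoint of the homozygous means. At D11Mit132 on Chr 11 and D8Mit242 on Chr 8 they had 169 ± 4.33 mg/dl (n = 182) and 185 ± 4.73 mg/dl (n = 186), above the midpoint. The dominance effect was -7.81 mg/dl at Chr 1 (95% confidence interval -19.4 to 3.76) and -7.55 mg/dl at Chr 4 (-22.9 to 7.81). It was 5.64 mg/dl at Chr 11 (-6.20 to 17.47) and 5.75 mg/dl at Chr 8 (-8.37 to 19.9). All 4 intervals include 0, so at this number of mice the direction of dominance is within the spread of the means.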

#### Cholesterol

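Total cholesterol was linked to Chr 1 at 8, 12, 16 and 20 weeks of age. The LOD score was 4.22 at 8 weeks with its peak at 93.7 cM, 6.54 at 12 weeks with its peak at 89.7 cM, 7.97 at 16 weeks at 92.7 cM and 10.6 at 20 weeks, again at 93.7 cM. None of 100 shuffles of the mice reached the score at 12, 16 or 20 weeks, and 2 reached that at 8 weeks. The typed marker explained 4.96%, 6.76%, 8.62% and 11.1% of the variance at these 4 ages. At 24 weeks the same marker explained 1.69%, with a LOD score of 1.39 at the marker.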

A very significant QTL near *D1Mit113 *on Chr 1 was linked to plasma total cholesterol levels. 

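At D1Mit113 on Chr 1, TH/TH mice had the highest and B6/B6 mice the lowest mean cholesterol at each age, with B6/TH mice between them. At 8 weeks the means were 2.52 ± 0.0851 mmol/l (n = 88), 2.88 ± 0.0750 mmol/l (n = 200) and 3.17 ± 0.0996 mmol/l (n = 77) in B6/B6, B6/TH and TH/TH mice. At 20 weeks they were 2.84 ± 0.102 (n = 89), 3.22 ± 0.0667 (n = 209) and 3.86 ± 0.119 mmol/l (n = 79), so that TH/TH mice were 36.2% above B6/B6 mice. Each TH allele added 0.324 mmol/l at 8 weeks (95% confidence interval 0.176 to 0.472), 0.469 at 12 weeks (0.290 to 0.648), 0.437 at 16 weeks (0.293 to 0.580) and 0.514 at 20 weeks (0.364 to 0.663). The adjusted p among genotypes was 0.000248 at 8 weeks and 3.5e-05 at the other 3 ages (permutation test). The dominance effect was between -0.130 and 0.0722 mmol/l, and its interval included 0 at each of the 4 ages.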

The hypercholesterolemic contribution of the locus was from the TH genome and appeared to be additive for all ages. In addition, a QTL near *D3Mit304 *on proximal Chr 3 was also responsible for the plasma total cholesterol levels at 12 week; the B6 allele at this locus was associated with increased plasma levels in total cholesterol, appearing recessive.

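Cholesterol at 12 weeks was 3.52 ± 0.125 mmol/l (n = 102) in mice homozygous for the B6 allele at D3Mit304, against 3.03 ± 0.0862 mmol/l (n = 177) in B6/TH and 2.88 ± 0.119 mmol/l (n = 99) in TH/TH mice. The effect per TH allele was -0.322 mmol/l (95% confidence interval -0.487 to -0.157, adjusted p among genotypes 0.00045, permutation test), and the dominance effect was -0.174 mmol/l (-0.415 to 0.0667). The LOD score was 4.06 at 10.6 cM, and none of 100 shuffles was as high. On the log10 scale it was 3.11, under the threshold of 3.46 for that scale. The difference of the effect from that at the other ages had an adjusted p of 0.0601 (permutation test).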

#### Glucose

On distal Chr 4, a QTL near *D4Mit312 *was very significantly linked to the plasma glucose levels, with 2 LOD support interval (CI) of 66.3 - 70.3 cM. 

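Within 20 cM of D4Mit312, the LOD score for glucose at 24 weeks reached 2.27, at 110 cM. The highest score on the chromosome was 2.28 at 57.3 cM, nearest to D4Mit37, and it was reached in 47 of 100 shuffles of this trait. Among the marker covariates of this trait were D4Mit208 and D4Mit37 on the same chromosome. With no covariates the score was 3.24 within 20 cM of D4Mit312 and 3.27 on the chromosome, under the threshold of 3.34, and was reached in 5 of 100 shuffles. With marker positions of the deposited table in place of those of Table S1, a setting chosen after the data had been seen, the score was 3.74, past its threshold of 3.60. By maximum likelihood, chosen then too, it was 2.26 within 20 cM of D4Mit312 and 6.15 on the chromosome, at 67.3 cM, past the threshold of 5.82 for this trait and reached in 5 of 100 shuffles. At D4Mit208, another typed marker of this chromosome, glucose at 24 weeks was 150 ± 4.98 mg/dl (n = 112) in B6/B6 and 180 ± 7.49 mg/dl (n = 70) in TH/TH mice.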

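Plasma glucose at 24 weeks was 147 ± 3.89 mg/dl (n = 102) in mice homozygous for the B6 allele at D4Mit312, 167 ± 4.20 mg/dl (n = 205) in heterozygous mice and 172 ± 7.70 mg/dl (n = 66) in TH/TH mice (adjusted p = 0.00632, permutation test). Each TH allele added 12.3 mg/dl (95% confidence interval 3.59 to 20.91). The dominance effect was 7.29 mg/dl with an interval of -4.27 to 18.8, which includes 0.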

For that locus, the TH alleles were associated with increased plasma glucose levels, and inheritance appeared to be dominant for the TH allele.

#### Insulin

No significant linkages were observed for plasma insulin levels.

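The highest LOD score for insulin over the 5 ages was 3.53, at 12 weeks on Chr 1 (49.7 cM, n = 376), just under the threshold of 3.55. The next was 3.46 at 16 weeks on Chr 11 at 65 cM (n = 381). At 20 weeks the highest score was 2.86 on Chr 16, at 24 weeks 2.67 on Chr 13, and at 8 weeks 1.38 on Chr 11. Without the 14 mice whose glucose reached 300 mg/dl, the score at 12 weeks was 3.85 at 58.7 cM, past the threshold of 3.54 for that set.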

#### Body weight

Two significant QTLs linked to body weight were identified near *D11Mit41 *on Chr 11 and *D1Mit215 *on Chr 1. 

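Body weight on Chr 11 peaked at 42 cM at 20 weeks, with a LOD score of 4.44, and at 35 cM at 24 weeks, with a LOD score of 4.52. On the Table S1 map the marker nearest to both peaks is D11Mit86, and D11Mit41 lies 27.1 cM from the first and 34.1 cM from the second. At D11Mit86, mice weighed 35.5 ± 0.472 g (n = 97), 37.9 ± 0.348 g (n = 179) and 38.5 ± 0.534 g (n = 98) at 20 weeks in the order B6/B6, B6/TH and TH/TH. At D11Mit41 they weighed 36.0 ± 0.499 g (n = 72), 37.7 ± 0.353 g (n = 199) and 37.9 ± 0.513 g (n = 103) at the same age. At D1Mit215 on Chr 1, weight at 24 weeks rose from 37.4 ± 0.578 g (n = 92) in B6/B6 to 40.5 ± 0.551 g (n = 101) in TH/TH mice, with a LOD score of 3.49 at 34.7 cM, under the threshold of 3.55. Within 20 cM of D11Mit41 the scores were 0.163 and 0.117 with the covariates, among them D11Mit86, and 4.21 and 4.10 with no covariates (threshold 3.34).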

For both QTLs, the TH alleles contributed to increased body weights with dominant action.

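Heterozygous mice weighed 39.7 ± 0.418 g (n = 180) at D1Mit215 at 24 weeks and 39.5 ± 0.413 g (n = 197) at D11Mit41, in both cases nearer to TH/TH than to B6/B6 mice. The effect per TH allele was 1.55 g at D1Mit215 (95% confidence interval 0.757 to 2.34, adjusted p among genotypes 0.00049, permutation test). At D11Mit41 it was 0.985 g at 20 weeks (0.243 to 1.73, adjusted p = 0.0208) and 1.07 g at 24 weeks (0.220 to 1.92, adjusted p = 0.0388, permutation test). The dominance effect was 0.707 g at D1Mit215 (-0.429 to 1.84), and 0.784 g (-0.225 to 1.79) and 0.573 g (-0.590 to 1.74) at D11Mit41. These 3 intervals include 0.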

#### Fat pad weight

A significant QTL linked to fat pad weights was identified near *D1Mit215 *on Chr 1. 

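Each of the 5 regional fat pads was linked to this region of Chr 1. The LOD score was highest for the subscapular pad, at 6.36, followed by the epididymal pad at 5.82, the inguinal pad at 5.31, the retroperitoneal pad at 4.53 and the mesenteric pad at 4.01. The sum of the 5 pads had a LOD score of 5.82 at 40.7 cM. The peaks lay between 39.1 and 41.7 cM. With no marker covariates the 2-LOD interval ran from 28.7 to 49.7 cM for the epididymal pad and from 25.7 to 84.7 cM for the mesenteric pad. The epididymal pad, the heaviest, weighed 1.15 ± 0.0586 g (n = 92) in B6/B6 and 1.61 ± 0.0630 g (n = 101) in TH/TH mice. The marker explained 7.02% of the variance of the epididymal pad and 4.78% of that of the mesenteric pad. The order of the pads depends on the scale, since the subscapular pad alone was taken as log10. Without logs the marker explained 5.88% for the subscapular pad, under the epididymal pad. With log10 for all traits it explained 7.24% for the subscapular, 6.42% for the mesenteric and 5.75% for the epididymal pad.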

The TH allele was associated with increases in all regional fat pad weights studied and appeared dominant for all except epididymal fat pad weights.

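TH/TH mice had heavier pads than B6/B6 mice at D1Mit215 by 53.2% for the subscapular pad, 42.8% for the inguinal, 41.7% for the retroperitoneal, 39.8% for the epididymal and 37.4% for the mesenteric pad (adjusted p among genotypes between 3.5e-05 and 0.000248, permutation test). The 5 pads together weighed 2.95 ± 0.164 g (n = 92) in B6/B6, 3.83 ± 0.129 g (n = 179) in B6/TH and 4.20 ± 0.175 g (n = 101) in TH/TH mice. The dominance effect on the subscapular pad was 0.0698 g, with an interval of 0.00627 to 0.133 g that leaves out 0. For the mesenteric pad it was 0.0421 g (-0.000738 to 0.0849) and for the retroperitoneal pad 0.0387 g (-0.00685 to 0.0843). Without diabetic mice these intervals left out 0, at 0.00684 to 0.0909 g and 0.000154 to 0.0907 g, and on the log10 scale that of the mesenteric pad did (0.00703 to 0.108). The inguinal pad had 0.0616 g (-0.0402 to 0.163) and the epididymal pad 0.0484 g (-0.0751 to 0.172), both with intervals that include 0.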

#### Carcass weight

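Carcass weight was linked to Chr 14 with a LOD score of 3.75 at 71.5 cM, past the threshold, and reached in 6 of 100 shuffles of this trait. On Chr 11 its highest LOD score was 4.45 at 39 cM, where the nearest marker on the Table S1 map is D11Mit86. Within 20 cM of D11Mit41 the score was 0.358 with the covariates, which include D11Mit86, and 4.03 with none.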

Two QTLs near *D11Mit41 *on Chr 11 and *D14Mit107 *on Chr 14, respectively, were significantly linked to carcass weights (surrogate lean body mass). 

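At D14Mit107, mice homozygous for the B6 allele had a carcass weight of 34.2 ± 0.450 g (n = 81), heterozygous mice 33.8 ± 0.292 g (n = 194) and TH/TH mice 32.0 ± 0.373 g (n = 96). The effect per TH allele was -1.10 g (95% confidence interval -1.69 to -0.512, adjusted p among genotypes 0.00042, permutation test). At D11Mit41 the direction was opposite, with 32.3 ± 0.417 g (n = 72), 33.6 ± 0.287 g (n = 197) and 33.8 ± 0.426 g (n = 102), and 0.766 g per TH allele (0.158 to 1.37, adjusted p = 0.0332). The dominance effects were 0.723 g at D14Mit107 (-0.0886 to 1.54) and 0.534 g at D11Mit41 (-0.294 to 1.36).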

The TH alleles and the B6 alleles were associated with higher carcass weight at Chr 11 locus and Chr 14 locus, respectively. The Chr 11 QTL location overlapped the QTL associated with body weight.

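With no marker covariates, the 2-LOD interval on Chr 11 ran from 26 to 60 cM for carcass weight, from 23 to 62 cM for body weight at 20 weeks and from 23 to 59 cM for body weight at 24 weeks. At D11Mit86 in these intervals, carcass weight was 31.8 ± 0.383 g (n = 96) in B6/B6, 33.9 ± 0.289 g (n = 176) in B6/TH and 34.2 ± 0.433 g (n = 98) in TH/TH mice. Body weight at 24 weeks was 37.1 ± 0.539 g (n = 96), 40.0 ± 0.410 g (n = 177) and 40.5 ± 0.595 g (n = 98) in the same order. This marker was chosen after the peaks had been seen. The paper states that the locations overlap.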

### Epistasis and interacting QTLs

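Each of the 2181 pairs of markers on different chromosomes was tested for each of the 32 traits. The interaction LOD score is that of the full model less that of the additive model, over all mice with the trait, with genotype probabilities in place of missing calls. Among the 14 pairs of Table 3 it was highest for glucose at 12 weeks with D15Mit2 and D19Mit30, at 4.16, followed by triglyceride at 16 weeks with D3Mit304 and D13Mit26, at 3.41. The lowest was 1.23, for triglyceride at 20 weeks with D7Mit109 and D14Mit102. The typed pairs explained 3.12% to 8.51% of the variance of their trait. By the F test of each pair alone, 13 of the 14 had an unadjusted p under 0.05. The genome-wide threshold from 100 shuffles per trait was 5.97, and 0 of the 14 passed it. By maximum likelihood at the positions of Table 3, a setting chosen after the data had been seen, the interaction LOD scores were 6.59 to 12.99. Over the traits of these pairs, 85 of 140 scans of shuffled mice by that method reached the highest full LOD score of a Table 3 pair of the trait. On simulated traits of these mice, an interaction of additive effects at typed markers was found in 27 of 30 traits where it explained 10% of the variance. At 5% it was found in 7 of 30, and pairs between markers were not simulated.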

A pair-wise genome scan was conducted to examine all marker-marker interactions and identified 14 significant epistatic interacting QTLs; 4 for triglyceride, 5 for total cholesterol, 3 for glucose, and 2 for fat pad weight (Table 3). 

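Taken alone, the markers of these 14 pairs had LOD scores of 0.0301 to 2.54 for the trait of the pair. The highest belonged to D7Mit231 on Chr 7 and the next to D19Mit30 on Chr 19, both for glucose at 12 weeks (2.54 and 2.44), and D10Mit11 on Chr 10 had 2.38 for cholesterol at 24 weeks. Each of these lay under the single-locus threshold.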

When we compared these epistatic QTLs with the single QTLs identified by single-locus genome scans, no locations overlapped.

**Table 3:** Summary of all QTL pairs detected using pair-wise scans in the F2 mice.

	QTL 1			QTL 2			LOD			%
**Trait**	**Chr**	**Best location (cM)**	**Closest marker to peak LOD**	**Chr**	**Best location (cM)**	**Closest marker to peak LOD**	**Full**	**Add**	**Int**	

Glu 12 wk	15	53.7	*D15Mit2*	19	27	*D19Mit30*	10.4	3.6	6.8	8.5
	5	36	*D5Mit80*	7	28.7	*D7Mit231*	9.3	2.9	6.4	6.5
	12	53	*D12Mit233*	19	28	*D19Mit30*	9.3	2.8	6.5	5.8

Tg 16 wk	3	21.6	*D3Mit304*	13	38	*D13Mit26*	12.3	2.1	10.2	4.8

Tg 20 wk	7	79.7	*D7Mit109*	14	59.5	*D14Mit102*	11.7	1.3	10.4	4.8
	10	24	*D10Mit130*	17	75	*D17Mit123*	10.8	2.8	8.1	5.0
	5	99	*D5Mit101*	16	51.3	*D16Mit152*	11.1	0.9	10.2	3.1

Chol 8 wk	5	33	*D5Mit80*	17	30	*D17Mit54*	12.9	2.1	10.8	4.8
	5	107	*D5Mit101*	14	57.5	*D14Mit107*	9.3	1.9	7.4	4.0

Chol 24 wk	1	68.7	*D1Mit26*	10	50	*D10Mit11*	13.4	5.8	7.6	7.5
	15	45.7	*D5Mit2*	16	57.3	*D16Mit152*	10.5	2.0	8.6	4.2
	4	14.3	*D4Mit97*	5	98	*D5Mit101*	13.6	1.8	11.8	3.7

IG FPW	7	82.7	*D7Mit109*	8	52	*D8Mit242*	9.9	3.0	6.9	3.7

Sum FPW	7	71.7	*D7Mit109*	17	76	*D17Mit123*	9.8	2.7	7.1	3.9

Chr, chromosome; Full, the Lod score for the full model (including additive effects and interaction); Add, the Lod score for two locus additive effects; Int, the Lod score for the interaction (Full - Add); %, total variance explained by R-square; Glu, glucose; Tg, trighlyceride; Chol, cholesterol; IG FPW, inguinal fat pad weight; Sum FPW, sum of the 5 regional fat pad weights; wk, week.

It was noteworthy that a locus near *D19Mit30 *on Chr 19 interacted with two different loci affecting plasma glucose levels, one near *D15Mit2 *on Chr 15 and the other near *D12Mit233 *on Chr 12. 

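The interaction LOD score of D19Mit30 with D12Mit233 was 2.18 (n = 382, p = 0.0433 by the F test of this pair alone, unadjusted), and that with D15Mit2 had p = 0.000873 by the same test (n = 382). Among mice typed at both markers, the full model of D15Mit2 and D19Mit30 had a LOD score of 7.28 and explained 8.51% of the variance of log10 glucose, against 3.75% for the additive model. For D12Mit233 and D19Mit30 the full model had 4.84 and explained 5.76%, against 3.26% for the additive model.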

At 12 weeks of age, mice that were homozygous for the B6 alleles at the *D19Mit30 *locus exhibited a significantly lower plasma glucose level when they were homozygous either for the TH allele at the *D15Mit2 *locus or for the B6 allele at the *D12Mit233 *locus as compared with other possible genotype combinations at the loci (Figure 4A and 4B).

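Mice homozygous for the B6 allele at D19Mit30 and for the TH allele at D15Mit2 had a plasma glucose of 131 ± 10.8 mg/dl (n = 21), the lowest mean of the 9 genotype combinations, against 168 ± 2.10 mg/dl (n = 356) in the other mice (p = 1e-05, the smallest the permutations can give; adjusted p = 3e-05). Among mice homozygous for B6 at D19Mit30, those with another genotype at D15Mit2 had 163 ± 4.85 mg/dl (n = 61, p = 0.0007, permutation test, unadjusted). Mice homozygous for the B6 allele at D19Mit30 and D12Mit233 had 128 ± 11.5 mg/dl (n = 10), again the lowest of 9, against 167 ± 2.13 mg/dl (n = 366) in the others (adjusted p = 0.00163, permutation test). Within the B6/B6 mice at D19Mit30 the others had 158 ± 5.08 mg/dl (n = 71, p = 0.0421, permutation test, unadjusted). These combinations were named in the paper from the same mice, so the p-values are not independent evidence of their direction. From its pair-wise genome scan the paper concludes that the locus interacts with both of the other loci.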

**Figure 4:**
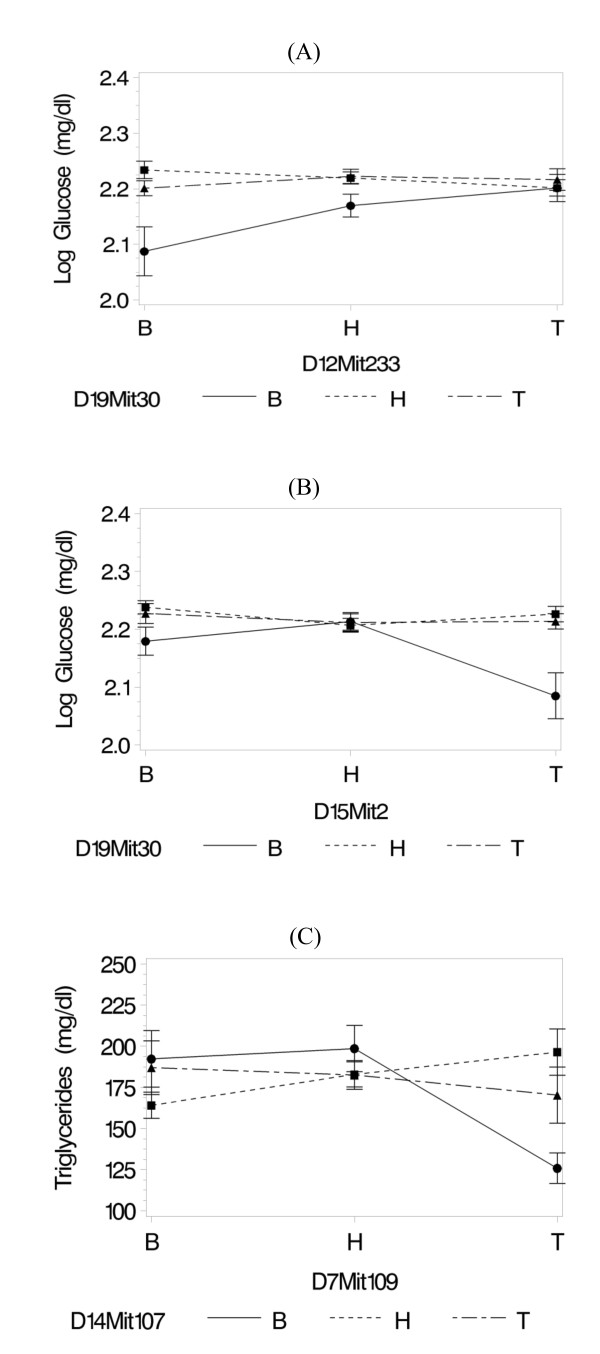
**Two locus interactive effects in (B6 × TH) F2 male progeny**. The associated phenotypic traits are hyperglycemia (A and B) and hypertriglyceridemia (C). Lines connect means ± SEM of the plasma glucose or triglyceride levels for one marker on the X axis as homozygous for B6 (B), heterozygous for TH and B6 (H) or homozygous for TH (T) associated with another marker homozygous for B6 (B, solid line), heterozygous for B6 and TH (H, dotted line) or homozygous for TH (T, dashed line).

Similarly, mice that were homozygous for the B6 allele at the *D14Mit107 *locus on Chr 14 had a significantly lower plasma triglyceride level if they were homozygous for the TH alleles at the *D7Mit109 *locus on Chr 7 (20 weeks of age) (Figure 4C).

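Triglyceride at 20 weeks was 126 ± 9.31 mg/dl (n = 20) in mice homozygous for the B6 allele at D14Mit107 and for the TH allele at D7Mit109, the lowest mean of the 9 combinations, against 184 ± 4.14 mg/dl (n = 353) in the other mice (adjusted p = 0.00163, permutation test). The other mice homozygous for B6 at D14Mit107 had 197 ± 11.2 mg/dl (n = 61, p = 0.00085, permutation test, unadjusted). An additive model of both markers gives 173 mg/dl for this combination. The paper named it from the same mice, so the p-values are not independent evidence of its direction. The interaction LOD score of the typed pair was 3.53 (n = 373), under the genome-wide threshold for pairs, and the full model explained 4.82% of the variance.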

### Candidate genes using genetical genomics in the F2 mice

In order to seek candidate genes underlying the QTLs, we applied a genetical genomics approach using a subset of the F2 mice (n = 16) with differential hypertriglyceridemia, but not overtly diabetic. We analyzed gene expression levels in four critical tissues associated with diabetes, including liver, adipose tissue, skeletal muscle, and pancreas. 

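RNA of liver, pancreas, skeletal muscle and adipose tissue from 16 F2 male mice, 8 with high and 8 with low plasma triglyceride by the labels of the samples, was hybridized by the authors to Affymetrix mouse genome arrays, 1 array per tissue and mouse (64 arrays). The authors deposited gcRMA values on a log2 scale. Within a tissue the arrays share their lowest value, the floor, which held a median of 41.3% of probe sets in liver, 49.1% in pancreas, 40.5% in muscle and 35.0% in adipose tissue. Tests were run within each tissue with limma on the 45037 probe sets that are no controls, with Benjamini-Hochberg adjustment. A gene is given by its probe set of highest mean among those annotated to that gene alone (34945 probe sets, 18193 genes). Gene lists written before the data were examined were tested with limma's camera at a preset correlation of 0.01, and again with an estimated correlation. On simulated changes of 1 on the log2 scale, limma found 83.6% of changed probe sets in pancreas, 85.1% in muscle, 56.7% in adipose tissue and 38.8% in liver. The liver figure was 83.6% without the array of low triglyceride replicate 7. That array correlated at 0.831 with the other liver arrays, which correlated at 0.992 or more, and had a mean of hepatocyte markers of 5.29 against 14.6 to 14.9 on the other 15 liver arrays. Liver values are therefore also given without it, a setting chosen after the data had been seen. By the preset correlation 8 of the 17 lists passed, and other splits of the 16 mice into groups of 8 gave a median of 7 lists and as many as 8 in 37 of 100 splits, so a list that passes by it can also arise from the grouping of mice alone. These splits kept the liver array of low triglyceride replicate 7, and liver alone gave a median of 3 lists. As many lists as the real split came in 16 of 100 splits in pancreas, 84 in muscle and 21 in adipose tissue. Lists in liver without that array were not set against splits. With an estimated correlation 1 list passed, in pancreas, where the other splits gave 0 lists, and over the 4 tissues 10 of 100 splits gave as many. Genotypes and traits of these 16 mice were not used here.

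**Figure D1:**
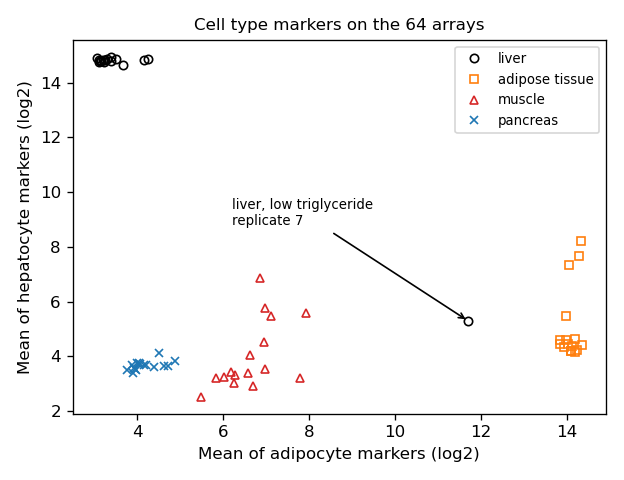
Mean log2 level of hepatocyte markers (vertical axis) against mean log2 level of adipocyte markers (horizontal axis), with 1 point for each of the 64 arrays and a symbol for each tissue. The liver arrays lie at 14.6 to 14.9 for hepatocyte markers except that of low triglyceride replicate 7, at 5.29, which has a mean of adipocyte markers of 11.7.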

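In liver, genes of cholesterol synthesis were lower in high triglyceride mice once the array of low triglyceride replicate 7 was left out. Of 16 measured members 15 had a lower mean, with a median log2 difference of -0.35 (adjusted p = 0.00321, limma's camera, and adjusted p = 0.868 with an estimated correlation). Idi1, which isomerizes isopentenyl diphosphate, had -0.53 (standard error 0.36), Fdft1, the squalene synthase, -0.46 (standard error 0.26), and Hmgcs1, the cytosolic HMG-CoA synthase, -0.41 (standard error 0.27). None of these members passed by itself, over all probe sets or adjusted over the list alone. With all 16 arrays, lipoprotein genes (16 of 17 positive, median 0.99) and bile acid genes (11 of 11 positive, median 0.96) were higher in high triglyceride mice (adjusted p = 0.00196 for each, and adjusted p = 0.973 for each with an estimated correlation). Hepatocyte markers moved with them, with 7 of 7 positive and a median of 1.18. Without the array the medians were -0.02 and 0.00 (limma's camera, adjusted p = 0.819 and 0.717), and that of hepatocyte markers was -0.03. Fatty acid and triglyceride synthesis (11 of 20 positive), fatty acid oxidation (6 of 17) and gluconeogenesis and insulin signalling (5 of 10) did not pass in either setting, with adjusted p of 0.819, 0.819 and 0.717 without the array. By limma, 0 of 45037 probe sets passed an adjusted p of 0.05 in liver (1723 at an unadjusted p under 0.05, and 0 and 2413 without the array). The lowest p without the array were those of Zfp266, at 7.19 against 7.64 (log2 difference -0.46), Smlr1, Mrps9, Ndufs7 and Yeats2, with a smallest adjusted p of 0.496. With all arrays they were those of Rbmx, Psme3, 6330407A03Rik, Zfp266 and Arid2, and these genes did not pass.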

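In pancreas, 17 of 20 measured genes of acinar digestive enzymes had a higher mean in high triglyceride mice, with a median log2 difference of 0.05 (adjusted p = 3.16e-06, limma's camera, and adjusted p = 0.0410 with an estimated correlation). The mean of the 20 genes differed by 0.00 between the groups (exact permutation test over mice, p = 0.977, adjusted p = 0.985), so the shift is small and not shared by all members. Cel, the bile salt-activated lipase, had 0.12 (standard error 0.04) and Cela1, an elastase, 0.07 (standard error 0.03). Genes of islet hormones and endocrine cells were higher in 13 of 18 members, with a median of 0.08 (adjusted p = 0.0129, and adjusted p = 0.270 with an estimated correlation). The mean of these genes did not pass by the exact permutation test over mice (adjusted p = 0.215). Sst, which encodes somatostatin, had 0.45, Iapp, which encodes islet amyloid polypeptide, 0.66, and G6pc2 1.19. Genes of endoplasmic reticulum stress did not pass (8 of 14 positive, limma's camera, adjusted p = 0.958). The overlapping list of acinar cell markers moved the same way, 6 of 6 positive with a median of 0.05 (adjusted p = 0.00112, and adjusted p = 0.168 with an estimated correlation). Its mean was 16.41 in high and 16.36 in low triglyceride mice (exact permutation test over mice, p = 0.00155, adjusted p = 0.0233). All pancreas arrays lay between 16.32 and 16.45, and whether a shift this small comes from the processing of the arrays was not tested. No probe set passed by itself (0 of 45037 by limma, 1003 at an unadjusted p under 0.05). The genes with the lowest p were Dpp7, at 6.59 ± 0.13 against 5.96 ± 0.25 (SD, n = 8 and 8), Khk, Retreg3, Polh and Uqcc3, with a smallest adjusted p of 0.560. In the members of the lists, 0 passed when adjusted over the list alone.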

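In muscle, genes of mitochondrial respiration were higher in high triglyceride mice in 12 of 17 members, with a median log2 difference of 0.04 (adjusted p = 0.0264, limma's camera, and adjusted p = 0.617 with an estimated correlation). The mean of these genes did not pass by the exact permutation test over mice (adjusted p = 0.718). Ndufa4, a mitochondrial respiratory chain subunit, had 0.28 (standard error 0.07) and was the only member past adjustment over the list alone. Cox4i1 had 0.11 (standard error 0.04) and Ppargc1a, a regulator of mitochondrial genes, -0.19 (standard error 0.11). Slow fibre genes (7 of 9 positive), fast fibre genes (4 of 12) and genes of fuel use (10 of 13) did not pass, with adjusted p of 0.226, 0.243 and 0.285. Hk2, a hexokinase, had -0.66 (standard error 0.14), lower when adjusted over the list alone. Markers of other cell types were higher in the same muscle arrays. Pancreatic acinar markers had 6 of 6 positive with a median of 0.82 (adjusted p = 1.98e-08, and adjusted p = 0.112 with an estimated correlation), adipocyte markers 5 of 5 with 0.73, hepatocyte markers 6 of 7 with 0.68, skin markers 5 of 5 with 0.83, and immediate early and handling genes 8 of 8 with 0.46 (adjusted p between 6.33e-06 and 0.00536, and adjusted p of at least 0.133 with an estimated correlation). Adjusted over the list alone, 6 of 6 acinar markers and 2 of 8 immediate early genes were higher. By the exact permutation test over mice none of these lists passed. Adjusted p was 0.119 for acinar, 0.254 for adipocyte, 0.411 for hepatocyte and 0.489 for skin markers and 0.170 for immediate early and handling genes (exact permutation test). By limma 0 of 45037 probe sets passed (1848 at an unadjusted p under 0.05). The lowest p was that of Opn1mw, a cone opsin, at 2.63 ± 0.79 against 4.88 ± 0.26 (SD, n = 8 and 8; log2 difference -2.25, limma adjusted p = 0.0745), and it passed without the array of high triglyceride replicate 3 (limma adjusted p = 3.33e-08). Its mean in high triglyceride mice lies near the floor, so the size of the difference is at most a bound. Ube2r2, Mrps18a, Rps19 and Gfpt1 followed.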

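In adipose tissue, genes of the extracellular matrix were higher in high triglyceride mice in 13 of 13 members, with a median log2 difference of 0.44 (adjusted p = 1.61e-07, limma's camera, and adjusted p = 0.196 with an estimated correlation). Adjusted over the list alone, 2 were higher, the collagen genes Col5a2 (0.63, standard error 0.19) and Col3a1 (0.44, standard error 0.14). Macrophage and inflammation genes were higher in 25 of 28 members with a median of 0.33 (adjusted p = 1.21e-06, and adjusted p = 0.258 with an estimated correlation). Saa3, an acute phase protein, had 2.97 (standard error 1.28), Mmp12, a macrophage elastase, 1.99 (standard error 1.49) and Ccl2, a chemokine that attracts monocytes, 1.67 (standard error 0.86). By the exact permutation test over mice neither list passed (adjusted p = 0.479 for matrix and 0.681 for macrophage and inflammation genes). The highest array for macrophage and inflammation genes was low triglyceride replicate 7. Genes of adipocyte lipid storage and hormones were lower, with 5 of 20 members positive and a median of -0.18 (adjusted p = 0.0240, and adjusted p = 0.258 with an estimated correlation), among them Pnpla2, a triglyceride lipase, at -0.46, and Acaca, which encodes acetyl-CoA carboxylase, at -0.70. The mean of this list did not pass by the exact permutation test over mice (adjusted p = 0.369). Lep, which encodes leptin, went the other way, at 13.0 against 12.0. In the paper the high triglyceride mice also had heavier inguinal and subscapular pads and a heavier sum of pads. Differences in adipose tissue therefore cannot be told apart from differences in fat mass. Thermogenesis genes did not pass (4 of 9 positive, limma's camera, adjusted p = 0.873). Of them, Ppargc1a had -1.07 (standard error 0.22), lower when adjusted over the list alone. Skeletal muscle markers had lower means in 13 of 13 members in the same arrays, with a median of -1.15, and did not pass (limma's camera, adjusted p = 0.201). Hepatocyte markers were higher, with 6 of 7 positive and a median of 0.95 (adjusted p = 0.000939, and adjusted p = 0.386 with an estimated correlation), and Alb, which encodes albumin, was at 8.07 against 5.70. Adjusted over the list alone, 2 of these hepatocyte markers were higher and 1 was lower. Their mean did not pass by the exact permutation test over mice (adjusted p = 0.369). No probe set passed by itself (0 of 45037 by limma, 2080 at an unadjusted p under 0.05). Bod1, Dda1, Mxi1, Hspa9 and Syne1 had the lowest p, with a smallest adjusted p of 0.286. Hspa9 passed without the array of high triglyceride replicate 1 (limma adjusted p = 0.0152). From marker associations and trait correlations in these mice the paper proposes candidate genes for the loci, and these associations were not analysed here.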

ANOVA was used to identify associations between markers and gene expression in each tissue. In total, 8764 gene expression traits in liver, 1410 in adipose tissue, 1832 in skeletal muscle, and 4130 in pancreas exhibited an association with the markers tested.

Among these, we searched for gene expression traits that were associated with the markers linked to physiological traits to select candidate genes for the QTLs (Table 4). When *cis*-acting transcript is defined as a locus residing within 20 cM of the gene location [10], this analysis revealed 4 putative *cis*-acting transcripts; coiled-coil domain containing 46 (*Ccdc46*) gene in liver for the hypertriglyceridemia QTL near *D11Mit132*, signal-regulatory protein beta 1 (*Sirpb1*) gene in adipose tissue for the hypercholesterolemia QTL near *D3Mit304*, RIKEN cDNA 1700009P17 (*1700009P17Rik*) gene in liver for the hypercholesterolemia QTL near *D1Mit113*, and chymotrypsin C (caldecrin) (*Ctrc*) gene in pancreas for the diabetes QTL near *D4Mit312*. These 4 genes have mostly unknown association with lipid and glucose metabolism or obesity.

**Table 4:** Gene expression associated with physiological trait QTL markers in the subset of F2 mice (n = 16).

Marker	Tissue	Gene
*D1Mit113*	Adipose tissue	*Abcb9, Dub2a, Myo1a, 4930571K23Rik, Pnma2, Tcea2, Fahd2a, Zmiz1, Actr1b, Rab3 d, Zscan2, Myo10, Arhgap8, Mrgpra2, 4933431C10Rik, Oprm1*
	Liver	*Clasp1, **1700009P17Rik**, 9130009M17Rik, Wdr40b, Rasal2, Gabra3, Mrgpre, Lsm2, 2610039C10Rik, Zfp354b*
	Muscle	*A630033E08Rik, Pcdhgc4, Kbtbd3, Tbc1d23, Tmem181*
	Pancreas	*Snca, Lrch1, Plcl1, Lpin2, 2410005O16Rik, Abcb9, Rpp30, Sepw1*

*D11Mit132*	Adipose tissue	*Rab33a, Homer1, Cntfr, 2310068J16Rik, 4930427A07Rik*
	Liver	*Diablo, Snx29, Galnt3, H13, Dqx1, 4930563E22Rik, 4931429I11Rik, Tmem129, Rasgrp1, 4930452B06Rik, 4930528G23Rik, 4933413J09Rik, **Ccdc46**, Zfp61, Ypel2, Hs3st3a1, 4933404O12Rik, Lgi3, Cplx2, Pif1, Fkrp, 9530010C24Rik, Rasa4, Rlbp1, Hoxa10, Lysmd2, Mipol1, Hps1, Csl, Fgf18, Mcpt9, Rnf151, Ggt7, Sema6c, 4921511C04Rik, Med13l, 4930432H15Rik, A330021E22Rik, Vwc2, Nfasc, Zic4, Htt, A230001M10Rik, Zic2, Cnnm4, Eif4e2, Tbx19, Kcnab3, Napg*
	Muscle	*Tmem144, Dsc3, Tm9sf1, Fancb, Eif3 d, Gtf2e2, Tph1, 2900022B07Rik, 2010004M13Rik, Mgat3*
	Pancreas	*Ednrb, Epn2, Rnf214, Spata17, 2310047O13Rik, Dnajb4, 4930455H04Rik, Emp2, Cds2, Slc2a13, Cybb, 3110052M02Rik, 4933403F05Rik, Skiv2l2, Klhl13, Myo1b, Supt16 h, Usp9x, Crot, Ogt, P4ha1, Igf1r, Akt1s1, Rabepk, Ptprj, Pml, Chd1, Tspan8, 6430531B16Rik, 4933411K20Rik, Tpst1, Bnip2, Map4k4, Nup50, Fzd8, Olfml2b, Anapc4, Car8, Eif3s10*

*D4Mit178*	Adipose tissue	*Trpv4, Azgp1, Klf1, B3galt6, Cgref1, Ptprk, 1110033F14Rik, Gpm6b*
	Liver	*Tcfe2a, Wipi1, Lyrm2, Nudt16l1, Ttf2, Gngt2, 9430051O21Rik, Cd86, Rad23b, Tmem175, Pola1, Ankrd49*
	Pancreas	*Lmbr1, 4932415G12Rik, Clock, Itm2a, Tcf25*

*D8Mit242*	Adipose tissue	*Adrb3, Isca1, Cep55, Ppp1r9a*
	Liver	*6530406A20Rik, Lsm6*

*D3Mit304*	Adipose tissue	*Rhod, Akt3, Dnmt3a, Grhl1, Dppa3, Rpl7, Krt20, Tm7sf4, Palb2, Hk3, Dusp16, Acad9, Pctk3, Cxcl2, Fabp7, Top3b, Slamf6, **Sirpb1***
	Liver	*Exosc9, Kcne3, Acad9, 2610202C22Rik, Dmc1, Mapk8*
	Muscle	*Os9, Coro1c, Gna-rs1, 4921508A21Rik, 5830420C07Rik, H2-T18*
	Pancreas	*4632419K20Rik, Rbbp8, Foxk2, Ccdc7, Stag1, Uba1, Rcor3, Cryl1, Vmn2r29, 2610028H24Rik, Dag1, Itga5*

*D4Mit312*	Adipose tissue	*Gjb3, Tnni2, Tnnc2, Ckm, Pvalb, Lamb3, Slc39a3, Mmp3, Atp2a1, 1110008J03Rik, Mark1, Hipk1, Ptcra, Tcap, Mfap4, 2510006D16Rik, C430004E15Rik, Myh4, Ttn, 9030625N01Rik, A930012M21Rik, 2900011L18Rik, Fntb, Dhx29, Mylpf, Tnnt3, Sphk1, 2410127E18Rik, 3110082I17Rik, Marveld3, 9930104L06Rik, Plekhg4, Flnb, Lpin2*
	Liver	*Vmn2r88, Egr2, Ftsj1, 1810059H22Rik, Frmd5, Gng2, Asxl2, P4ha3, Fpr1, Zfp54, 4921515E04Rik, Rab36, Pou2f1, Syt7, 4930552P12Rik, Klk1b1, Map3k4, Pip5k1b, Rims2*
	Muscle	*Rbm26, Efcab4a, Edg5, Jam2, Ptpn14, OTTMUSG, Hif1a, Cdca7l, Ep400, 1110034A24Rik, Bet1l, Ick, Bcl9, Shc4, Adam12, Col9a1*
	Pancreas	*Gnb1, Pdcd6ip, Stub1, **Ctrc**, Alkbh5, Xpnpep3, Slc25a29, Zswim5, H13, 4930534B04Rik, Ascc2, St3gal6, Rock2, Dnm3os, Bet1l, Lox, Gjb4, Xpc*

*D11Mit41*	Adipose tissue	*Ptpn11*
	Liver	*Dusp3*
	Muscle	*Exoc7, Plekhg1*
	Pancreas	*Pja2*

*D1Mit215*	Adipose tissue	*Isl1, Plekhf2, Baalc, Dusp18, Lim2, A130004G07Rik, Vstm2l*
	Liver	*Rnd3, Slc7a4, Jarid1b, Clasp1, 1700009P17Rik, Casp3, D730045B01Rik, Foxp4, Nono, 5830411G16Rik, 6030458A19Rik, Dok7, Centb1, Ddef2, 5830418K08Rik, Tmem179, Cux1, 1110001A07Rik, Sp6, Zfp560, Pnmal1, Npb, 7420416P09Rik, Vta1, Crybb1, 9930031P18Rik, Tmem202, 4932409I22Rik, Nav2, Bhlhb8, Skiv2l2, Zfp383, Cxcl9, Akr7a5, Ttc3, Itga3, Gpatch2, Ash2l, Dub2a, Gypa, 2210407C18Rik*
	Muscle	*2810454L23Rik, Ugcgl2, 4930558K02Rik, Cercam, Fbxo10, Rbms3, C130039O16Rik, D130051D11Rik, Ifnar2, Smchd1, Edg6, Fgd5, Sertad3, Mcm4*
	Pancreas	*Sept8, Bloc1s3, Mchr1, Mfhas1, Prpf40a, Morc2a, Slc40a1, Haghl, Grb10, 8430437O03Rik, 2210404J11Rik, Fndc4, Hsd17b4, Sf3b2, Alkbh1, Zfp652, Plcxd2, B430119L13Rik, Pdzk1ip1, Epha10, Spnb2, Lrch1, 9930031P18Rik, Mfap5, Det1, Fcrls, Myh11, Ifna5, Gpx6, Zhx3, 4930503L19Rik, Ascc3l1, Gli3, Tubb5, Pex10, Snf1lk, Cog1, Gm693, Pogz, Dbil5, Capn9, Itm2a, Ttc3, Zfp282, Cldn23, Clec4a2, Eif3s10*

*D14Mit107*	Adipose tissue	*Spg11*
	Liver	*Hbb-b1, Gpr146, Hba-a1*
	Muscle	*Shq1*

Genes in bold are putative *cis*-acting transcripts.

As another method to select possible candidate genes, we searched for gene expression corresponding to genes located near the QTLs that were correlated with physiological traits [11]. Gene expression levels of many genes in adipose tissue were correlated (P < 0.05) with body weights and/or fat pad weights (Table 5). Notable ones included insulin receptor substrate 1 (*Irs1*) gene and monoacylglycerol O-acyltrasferase 1 (*Mogat1*) gene located within the Chr 1 obesity QTL interval near *D1Mit215*. Within the Chr 1 QTL interval, insulin-like growth factor binding protein 2 (*Igfbp2*) gene expression levels in liver were also negatively correlated with mesenteric fat pad weights. Interestingly, we also observed increased gene expression levels of multiple chemokine (C-C motif) ligands, including *Ccl9*, *Ccl6*, and *Ccl3 *in adipose tissue, being positively correlated with body and fat pad weights. These genes all map on the Chr 11 body weight QTL interval near *D11Mit41*.

**Table 5:** Correlations of the gene expression levels with physiological traits.

Tissue	Positively correlated	Negatively correlated	Trait
*Near D1Mit113*			
Adipose tissue	*Prrx1, Creg1, Nuf2, Sh2d1b1, Fcgr4, Fcgr3, Fcer1g, Adamts4, Cd84, Pea15a, Atp1a4, Slamf9, Tagln2, Vsig8, Slamf8, Wdr26, Degs1, Kctd3, Atf3*	*Gas5, Opn3, Sdccag8, Hnrnpu, Trp53bp2, Iars2, Ptpn14*	BW FPW
Muscle	*Sft2d2, Dedd*,	*Sdhc* *Mrps14, Prrx1, Nme7, Mpzl1, Cd247, Lrrc52, Fcrla*, *Adamts4, Pvrl4, Cd244, Slamf7, Igsf9, Tagln2*	Chol Tg

*Near D11Mit132*			
Adipose tissue	*Ccl6, Rab5c, Atp6v0a1, Psmc3ip, Tubg1, Psme3, Dusp3, Grn, Nmt1, Plekhm1, Cdc27, Mrc2, Tanc2, Wipi1, Kpna2*	*Stat5b, Rdm1, Rprml, Helz*	BW FPW
Muscle	*Prkar1a, Sgca, Spop, Krtap3-1*	*Fkbp10, Acly, Stat3, Vps25, Cntd1, Psme3, Ifi35, Brca1, Slc25a39, Gpatch8, Gm1564, Eftud2, Hexim2, Lyzl6, Wnt3, Crhr1, Arsg, Slfn10, Slfn3, Kal1, Lhx1, Ggnbp2, Usp32, Ptrh2, Dhx40, Rad51c, **Msi2**, Car10, Mbtd1, Mycbpap, Rsad1, Hils1, Zfp652, Ube2z, Calcoco2, Skap1, Scrn2, Kpnb1, Pip4k2b, Med1, Crkrs, Gsdma2, Wipf2, Krt12*	Tg

*Near D4Mit178*			
Adipose tissue	*Col15a1, Nipsnap3a, Svep1, Slc31a1, Orm1, Tnc, Megf9, Mpdz*	*Rgs3, Orm3*	BW FPW
Muscle		*Mup4, Mup3, Zfp37, Orm2, Pappa, Dbc1, Cdk5rap2, Rasef*	Tg

*Near D8Mit242*			
Adipose tissue	*Tmem208, Lypla3, Cyb5b, Hp, Mlkl, Cenpn, Gcsh, Cotl1, Gins2*	*Cirh1a, Ces3, Bbs2, Terf2ip, Fbxo31*	BW FPW
Muscle	*Cog8, Znrf1, Gse1*	*Cdh8, Cklf, Cmtm2a, **Ccdc79**, Lcat, Prmt7, Sntb2, Adat1, Terf2ip, Mon1b, Jph3, Cdt1, Zfp319, Gins3, Setd6*	Tg

*Near D3Mit304*			
Muscle		***Agtr1b***, *Tbl1xr1, Arpm1, Samd7, Cldn11, Slc7a14, **Pik3ca**, **Ccdc39**, Sox2*	Tg
Adipose tissue	*Fabp5, Sirpb1, Aadacl1, Tpd52*	*Lrrcc1, Car3, Mynn, Phc3, Zfhx4*	BW FPW

*Near D4Mit312*			
Muscle	*Nadk*	*Eif4g3, Ubxd3, Pax7, Arhgef19, Tnfrsf8, Rex2, Clcn6, Fbxo6, Gpr153, Morn1, Gabrd, Ssu72, Ttll10, Dhdds, Lin28, Sepn1, Srrm1, Rcan3, Cnr2, Htr1 d, Ephb2, Ptafr, Eya3*	Tg
Adipose tissue	*Efhd2, Lzic, Pgd, Plod1, Dnajc16, Necap2, Mfap2, Atp13a2, Igsf21, Capzb, Pla2g2e, Hspg2, C1qc, Ephb2, Clic4, Ldlrap1, Paqr7, Stmn1*	*Sdf4, Thap3, Per3, Park7, H6pd, Tmem201, Tardbp, Gale, Srrm1, Syf2, Tmem57*	BW FPW

*Near D11Mit41*			
Adipose tissue	*Eif4a1, Atp6v0a1, Psmc3ip, Dusp3, Nmt1, Mpdu1, Cd68, Garnl4, Serpinf1, Slc43a2, Pitpna, Blmh, Pigs, Evi2a, Rhbdl3, Ccl2, Ccl7, Ccl9, Ccl6, **Ccl3**, Dynll2, Mmd, Lrrc59, Col1a1, Top2a*	*Rdm1, Ssh2, Unc45b, Acaca, Ggnbp2, Med13, Vezf1*, *Tmem100, Spop, Kpnb1, Erbb2, Thra*,	BW FPW
Muscle	*Sgca, Spop, Krtap3-1*	*Fkbp10, Acly, Cntd1, Ifi35, Lyzl6, Aurkb, Trp53, Alox12, Itgae, Phf12, Nek8, **Spag5**, Nos2, Rhot1, Zfp207, Fndc8, Slfn10, Slfn3, Kal1, Lhx1, Ggnbp2, Usp32, Ptrh2, Dhx40, Rad51c, **Msi2**, Car10, Mbtd1, Mycbpap, Rsad1, Hils1, Zfp652, Ube2z, Calcoco2, Skap1, Scrn2, Kpnb1, Pip4k2b, Crkrs, Gsdma2, Wipf2, Krt12*	Tg

*Near D1Mit215*			
Adipose tissue	*Slc11a1, Col6a3*	*Ikzf2, **Usp37**, **Cyp27a1**, **Mogat1**, **Irs1***	BW FPW
Liver		***Igfbp2***	FPW
Muscle		*Sumo1, Spag16, Tnp1, Vil1, Plcd4, Zfp142, Ttll4, Cyp27a1, Des, Epha4, Pax3, Mrpl44, Cops7b, Chrng*	Tg

*Near D14Mit107*			
Adipose tissue		*Dock9*	BW FPW
Muscle		*Dock9, Dzip1, Oxgr1, Ipo5, Farp1, Fgf14*,	Tg

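The genes that Table 5 lists in muscle for plasma triglyceride alone were compared between the high and the low triglyceride mice. Of the genes listed with a positive correlation, 8 of 8 were measured and 8 had a higher mean in high triglyceride mice, with a median log2 difference of 0.13. Sgca, which encodes a sarcoglycan, was at 10.6 ± 0.12 against 10.4 ± 0.20 (SD, n = 8 and 8). The mean over these genes was 7.94 ± 0.12 in high and 7.77 ± 0.07 in low triglyceride mice (SD, n = 8 and 8, exact permutation test, 2-sided, p = 0.00404). Leaving out the combined entry for cholesterol and triglyceride was chosen after the data were seen. With it, 9 of 10 positive genes were higher (exact permutation test of the list mean, p = 0.00528). Of the measured genes listed with a negative correlation, 76 had a lower and 36 a higher mean in high triglyceride mice, with a median of -0.01 (exact permutation test of the list mean, p = 0.279). Over all probe sets, 41.9% were lower. Scrn2 had -0.26, and Stat3, a transcription factor of cytokine signalling, had 0.35. The study chose these genes on the same arrays, so their direction is not independent evidence, and the correlations with the traits themselves were not run here.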

Genes located in physiological trait QTL intervals, showing correlations of the gene expression levels with physiological traits (P < 0.05) are detected by microarray and regression analyses using the subset of F2 mice (n = 16). Genes in bold are confirmed by qRT-PCR. BW, body weight; FPW, fat pad weight; Chol, cholesterol; Tg, triglyceride.

### Real-time quantitative RT-PCR (qRT-PCR)

We conducted qRT-PCR analysis for candidate genes obtained from the microarray data or literature search (Table 6). Gene expression levels of *Ccdc46 *in liver, *Ctrc *in pancreas, and *Sirpb1 *in adipose tissue were significantly up-regulated in TH mice compared with B6 mice. On the other hand, the level of gene expression of *1700009P17Rik *was significantly down-regulated in liver from TH mice compared with B6 mice. The gene expression levels of *Irs1*, *Mogat1*, and *Igfbp2 *were significantly down-regulated in adipose tissue from TH mice compared with B6 mice.

**Table 6:** Real-time quantitative RT-PCR for selected genes in B6 and TH mice (males, 16 week, n = 5 each group).

Gene symbol	Gene name	Chr	Near marker	Trait	Tissue	Fold	*P*
*1700009P17Rik*	RIKEN cDNA 1700009P17 gene	1	*D1Mit113*	Tg Chol	Liver	0.2	0.0007
*Ccdc46*	Coiled-coil domain containing 46	11	*D11Mit132*	Tg	Liver	7	0.0019
*Sirpb1a*	Signal-regulatory protein beta 1A	3	*D3Mit304*	Chol	Adipose tissue	2.6	0.02
*Ctrc*	Chymotrypsin C (caldecrin)	4	*D4Mit312*	Glu	Pancreas	17	<0.0001
*Igfbp2*	Insulin-like growth factor binding protein 2	1	*D1Mit215*	FPW	Liver	0.50	0.05
					Adipose tissue	0.1	<0.0001
*Cyp27a1*	Cytochrome P450, family 27, subfamily a, polypeptide 1	1	*D1Mit215*	BW FPW	Adipose tissue	1.2	0.10
*Irs1*	Insulin receptor substrate 1	1	*D1Mit215*	BW FPW	Adipose tissue	0.6	0.05
*Mogat1*	Monoacylglycerol O-acyltransferase 1	1	*D1Mit215*	FPW	Adipose tissue	0.2	0.0002
*Usp37*	Ubiquitin specific peptidase 37	1	*D1Mit215*	BW FPW	Adipose tissue	1.0	0.90
*Spag5*	Sperm associated antigen 5	11	*D11Mit41*	Tg	Muscle	1.02	0.95
*Ccl9*	Chemokine (C-C motif) ligand 9	11	*D11Mit41*	BW FPW	Adipose tissue	2.2	0.01
*Ccl6*	Chemokine (C-C motif) ligand 6	11	*D11Mit41*	BW FPW	Adipose tissue	1.4	0.20
*Ccl3*	Chemokine (C-C motif) ligand 3	11	*D11Mit41*	BW FPW	Adipose tissue	5.5	<0.0001
*Msi2*	Musashi homolog 2 (Drosophila)	11	*D11Mit41*	Tg	Muscle	1.03	0.75
*Agtr1b*	Angiotensin II receptor, type 1b	3	*D3Mit304*	Tg	Muscle	1.11	0.85
*Pik3ca*	Phosphatidylinositol 3-kinase, catalytic, alpha polypeptide	3	*D3Mit304*	Tg	Muscle	0.91	0.24
*Ccdc39*	Coiled-coil domain containing 39	3	*D3Mit304*	Tg	Muscle	0.66	0.40
*Ccdc79*	Coiled-coil domain containing 79	8	*D8Mit242*	Tg	Muscle	0.59	0.40
*Apoa2*	Apolipoprotein A-II	1	*D1Mit113*	Tg Chol	Liver	1.07	0.08
*Insig2*	Insulin induced gene 2	1	*D1Mit113*	Tg Chol	Muscle	0.95	0.73
*Zfp69*	Zinc finger protein 69	4	*D4Mit312*	Glu	Adipose tissue	2.2	0.03

Chr, chromosome; Fold, the fold change in TH vs. B6 (TH/B6); Tg, triglyceride; Chol, cholesterol; Glu, glucose; FPW, fat pad weight; BW, body weight.

### Apolipoprotein A-II (*Apoa2*) gene in dyslipidemia in TH mice

*Apoa2 *gene maps to the distal region of mouse Chr 1, near the Chr 1 QTL linked to hypercholesterolemia and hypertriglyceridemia in the F2 mice. Through transgenic and knockout studies it has been shown that *Apoa2 *is involved in controlling plasma cholesterol and triglyceride levels and over-expression causes insulin resistance and obesity [12-14]. In order to test if *Apoa2 *could be the Chr 1 hyperlipidemia QTL, we conducted sequence comparison of the coding region between TH and B6 mice. There were 7 nucleotide substitutions in the *Apoa2 *coding sequence, resulting in 3 amino acid differences in the two strains (Figure 5). The gene expression level of *Apoa2 *was not significantly different between TH and B6 mice in liver (Table 6).

**Figure 5:**
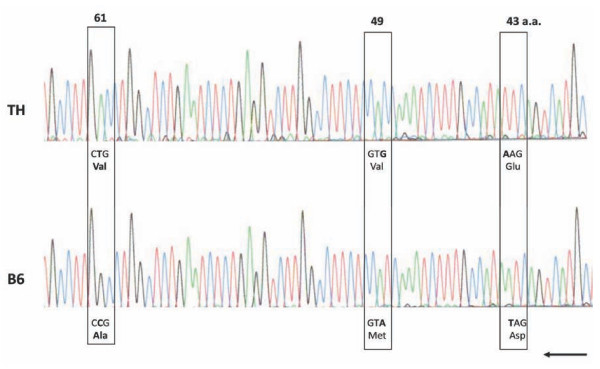
***Apoa2 *cDNA sequence comparison in TH and B6 strains**.

## Discussion

Through genome-wide linkage scans using an F2 intercross population from TH and B6 strains, we identified multiple QTLs and interacting loci linked to hyperlipidemia, hyperglycemia, and obesity phenotypes. Further, genetic study of gene expression in a subset of this F2 population led to potential candidate genes for the QTLs.

Some limitations of this study need to be recognized. First, marker spacing in this study was approximately 20-cM, which was at the lower end of the generally accepted marker density (10 - 25 cM) for QTL genome scans [15] and could cause underestimation of the number of QTLs identified in this study. However, it has been shown that the power of detecting a QTL is barely influenced by marker spacing in the range of 10 to 20 cM, with most (over 70%) of the power retained even at 50 cM spacing [16]. Therefore, it is unlikely that there are QTLs with stronger effect than were identified in our F2 cross. Fine mapping studies to further define the QTLs identified will provide further validation. Second, measurements of plasma glucose, lipid and insulin levels are sensitive to multiple environmental perturbations, such as animal husbandry, testing procedures, and environmental conditions. This creates phenotypic variation that may result in less power to detect the genetic determinants for physiological differences or inconsistency in detected QTLs across time. This may have caused the observed fluctuations in QTL locations over time. The third potential limitation was running microarray analysis on a small subset of F2 mice selected from the upper and lower tails of the frequency distribution of the plasma triglyceride levels without severe hyperglycemia. Populations with phenotypic extremes are known to be most genetically informative as genes influencing to the disease should be concentrated in the extremes of the populations. Thus, even with small number of mice, our data from multiple tissues did identify potential novel candidate genes that may be involved in pathogenic mechanisms in TH mice.

In mice, *Apoa2^b ^*allele, characterized by Ala61-to-Val61 substitution, has been reported to be hypermorphic in increasing plasma cholesterol levels and appears in multiple mouse strains [17,18]. The same polymorphism of *Apoa2 *gene was revealed in TH strain, suggesting *Apoa2 *as the candidate gene underlying the Chr 1 QTL linked to hypercholesterolemia. Indeed, many cholesterol QTLs were previously detected in the *Apoa2 *region in separate genetic crosses of mice and *Apoa2 *was suggested as a likely candidate across the strains [19]. Functional studies related to *Apoa2^b ^*allele in TH mice are warranted.

Unlike cholesterol, age-specific genetic loci were found for plasma triglyceride levels, suggesting that different genetic mechanisms are responsible for the onset versus progression of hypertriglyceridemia in TH mice. It is noteworthy that the Chr 1 locus linked to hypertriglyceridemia at 8 weeks of age overlapped the Chr 1 hypercholesterolemia QTL. It might be speculated that the onset of both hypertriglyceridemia and hypercholesterolemia shares the same genetic factors, but distinct genetic mechanisms are involved in the progression of the disease in TH mice. This age-related genetic effect has been previously recognized and appreciated in complex traits including diabetes and obesity [20,21]. 

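At D1Mit113 on Chr 1 the effect of a TH allele on triglyceride was 17.4 mg/dl at 12 weeks (95% confidence interval 8.66 to 26.2), 13.9 mg/dl at 16 weeks (3.22 to 24.5), 22.6 mg/dl at 20 weeks (11.0 to 34.1) and 17.1 mg/dl at 24 weeks (6.44 to 27.7). The interval left out 0 at each age. For cholesterol at the same marker the effect at 24 weeks was 0.226 mmol/l (0.0469 to 0.405). The difference between the effect on triglyceride at 8 weeks and the mean of the other ages was -0.717 mg/dl per TH allele, with an interval of -9.54 to 8.11 (adjusted p = 0.440, permutation test). From age-specific loci for triglyceride, the paper proposes that the onset and the progression of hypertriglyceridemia have different genetic mechanisms.

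**Figure D2:**
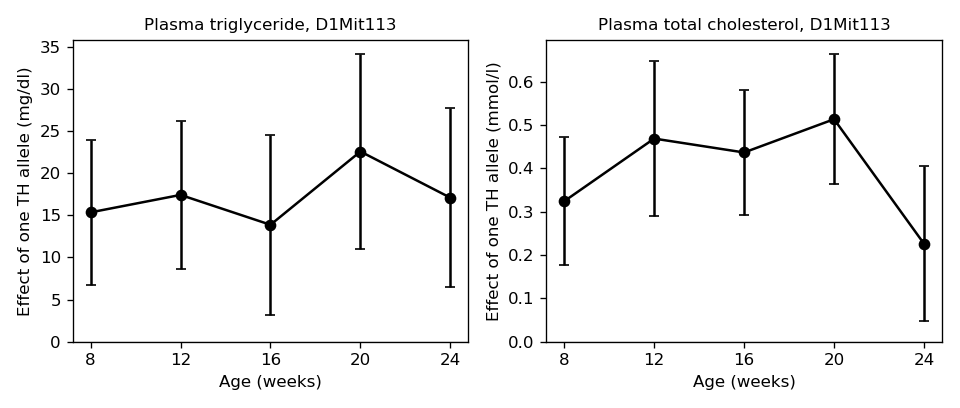
Effect of a TH allele at D1Mit113 on plasma triglyceride (left, mg/dl) and plasma total cholesterol (right, mmol/l) against age in weeks. Points are additive effects and bars their 95% confidence intervals over the F2 mice, and all bars lie above 0.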

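The peak for triglyceride at 8 weeks lay 2.13 cM from D1Mit113, and that for cholesterol at 8 weeks lay 1.13 cM from it. With no marker covariates, the 2-LOD interval ran from 47.7 to 96.9 cM for triglyceride (LOD score 3.10, under the threshold of 3.34) and from 65.7 to 96.9 cM for cholesterol (4.19), so the intervals overlap but are wide.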

Data collection at multiple time points provides power to detect age-dependent effects that can be easily missed with a single time point study.

The Chr 11 and Chr 4 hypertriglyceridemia QTLs map near the loci previously observed for atherosclerosis in mice; *Ath19 *on Chr 11 [22,23] and *Ath8 *on Chr 4 [22,24]. The authors proposed the angiopoeitin-like protein 3 (*Angptl3*) gene, containing a coiled-coil domain, as a positional candidate gene for the *Ath8 *[24]. Interestingly, *Angptl3*-null mice show markedly low plasma triglyceride concentrations [25]. The Chr 8 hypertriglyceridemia QTL maps to the region of *Tgl1 *linked to serum triglyceride levels in KK/Ta × (BALB/c × KK/Ta) F1 backcross mice [26].

A major QTL for the hyperglycemic (diabetic) trait was identified on the distal region of Chr 4. Previously, several QTLs for diabetes and diabetes-related phenotypes have been mapped in this region in independent cohorts of mice and rats [27]. Among those, QTLs directly linked to plasma glucose levels included *Nidd1 *in F2 mice from NZO × NON, a locus near *D4Mit203 *in F2 mice from C57BL/KsJ × DBA/2, and *Nidd/SJL *in backcross mice from (NZO × SJL) × NZO.

Recently, the zinc finger protein 69 (*Zfp69*) gene was identified as a candidate for the diabetes QTL of *Nidd/SJL *[28]. An allelic variation of *Zfp69 *was observed in multiple inbred strains; allele carried by B6 and NZO strains causing truncated mRNA was associated with reduced diabetes susceptibility, while allele carried by SJL and NON strains producing normal mRNA was diabetogenic [28]. It is possible that the TH strain, which is close to Swiss family strains http://jaxmice.jax.org/strain/005314.html, may carry the SJL allele of *Zfp69*. This notion is possibly supported by the observed higher gene expression of *Zfp69 *in TH mice compared to B6 mice (Table 6).

Body weight is a compound trait reflecting the weights of lean muscle and bones as well as fat mass. A QTL near *D11Mit41 *on Chr 11 was very significantly linked to body weight (Table 2). This locus was also associated with carcass weight, suggesting its major effect on lean mass. Among multiple body weight-related QTLs mapped to this Chr 11 interval [29], the *Wg4 *(also known as *Q11Ucd1*) locus behaves similarly to the Chr 11 body weight QTL, affecting growth rate and carcass lean mass in *hg/hg *F2 population from a cross of B6-*hg*/*hg *x CAST/EiJ [30].

A major QTL near *D1Mit215 *on Chr 1 was linked to all the fat pad weights and body weights at 24 weeks of age. This chromosomal interval contains *Nob3*, significantly linked to adiposity (defined as body weight and body fat) in F2 progeny from NZO and B6 mice [31]. Several other QTLs associated with body weights were identified in this interval in mice, namely *W3q12 *and *W10q6 *[32] and *Bwtq1 *[33]. The human orthologous region of the Chr 1 QTL is 2q33-37. Based on known functional relationship to metabolism, a few genes mapped in this region, including *Irs1*, *Mogat1 *and *Igfbp2*, are considered as candidates.

Obesity has been known to be a low-grade chronic inflammatory disease [34]. In this study, we observed that the gene expression levels of multiple chemokines, including *Ccl9 *and *Ccl3*, were significantly increased in adipose tissue of TH mice compared to B6 mice. The gene expression levels of these genes were also positively correlated with body and fat pad weights in the F2 mice (Table 5).

Previous research found genetic determinants of diabetes and obesity in TH mice in backcross population from F1(B6 × TH) × TH, including diabetes QTLs on Chr 19 (*Tanidd1*) and Chr 13 (*Tanidd2*) and obesity QTLs on Chr 7 (*Tabw*), Chr 4 (*Tafat*) and Chr 6 (*Tabw2*) [5,35]. Two loci on Chr 18 and 16 interacted with *Tanidd1 *and *Tanidd2*, respectively. These QTLs were not detected in the present F2 study. This discrepancy is not totally surprising. As the detection of a QTL is subject to the magnitude of phenotypic variation within genotypes, QTL results in an F2 and a backcross population from the same progenitors can be different [36]. For example, when complete dominance exists for the TH allele of a QTL, the power of a backcross [F1(B6 × TH) × TH] for detecting this QTL is zero. Similarly, QTL interaction effects could be affected by the choice of an F2 or backcross, in part, due to the absence of homozygous mice for B6 alleles in the backcross. Another source of the discrepancy in results from the two studies could be the different physiological conditions of the mice. Non-fasting plasma glucose levels were measured in the backcross study, while 4-hour fasting plasma glucose levels were used in the present F2 study. Therefore, the present findings using F2 population should be taken as additional genetic information underlying the pathogenic mechanisms in TH mice, not just an independent replication.

## Conclusions

In summary, using ~380 male F2 mice from the B6 × TH intercross we detected 12 significant QTLs; 4 for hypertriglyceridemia, 2 for hypercholesterolemia, 1 for hyperglycemia, 2 for body weights, 1 for fat pad weights, and 2 for carcass weights. Polymorphisms in *Apoa2 *gene are suggested to be responsible for the Chr 1 QTL linked to hypercholesterolemia and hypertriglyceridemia. Gene expression analysis added novel aspects and aided the selection of candidates and biological mechanisms for the QTLs. Future studies to define the molecular bases of these QTLs will improve the understanding of genetic contributions in diabetes related syndrome in TH mice and ultimately in humans.

## Methods

### Animals

Mice were maintained on standard rodent chow with 4% fat [Harlan Teklad Rodent Diet (W) 8604, Madison, WI] ad libitum with free access to water (HCl acidified, pH 2.8-3.2) under controlled temperature and humidity with a 12-hour light and dark cycle. All animal studies were carried out with the approvals of The University of Tennessee Animal Care and Use Committee and Marshall University Animal Care and Use Committee. Mice were euthanized by CO_2 _asphyxiation.

### Genetic crosses

Male TH mice were mated to female B6 mice. The resulting F1 hybrid mice were interbred to produce an F2 population. Male F2 mice were fasted for 4 hours at the beginning of the light cycle (6:00-7:00 AM) and blood was collected via the retro-orbital plexus using a heparinized microcapillary tube at 8, 12, 16, 20, and 24 weeks of age. Plasma was obtained by centrifugation (1,200 *g*) at 4°C and plasma levels of glucose, true triglyceride, total cholesterol, and insulin and body weights were measured. At the end of the study, mice were killed and tissues including liver, skeletal muscle, pancreas, and adipose tissue (inguinal, epididymal, mesenteric, retroperitoneal including perirenal, and subscapular fat pads) were collected, frozen in liquid nitrogen, and stored at -80°C for RNA isolation. Respective fat pad weight and carcass weight (body weight without the five fat pads) were also recorded during the dissection.

### Plasma glucose, triglyceride, total cholesterol, and insulin levels

Plasma levels of glucose (TR15103/1530-500, Thermo Electron, Louisville, CO), total cholesterol (TR13421, Thermo Electron, Louisville, CO), and free and total glycerol (337, Sigma, St. Louis, MO) were determined using commercial colorimetric assays. Plasma true triglyceride concentrations were estimated by subtraction of free glycerol from total glycerol. Plasma insulin levels were determined using RIA (RI-13K, Linco Research, St. Charles, MO).

### Genotyping by PCR

Genomic DNA was extracted from tail tips using proteinase K [37] and two series of salt precipitation steps. The DNA was PCR amplified using SSLP primers (Additional file 1 Table S1) purchased (Invitrogen, Carlsbad, CA) or synthesized (Sigma) based on sequences from Mouse Genome Informatics http://www.informatics.jax.org/javawi2/servlet/WIFetch?page=markerQF. The thermal cycle consisted of 95°C for 2 min, followed by 49 cycles of 94°C (20 sec), 50°C (30 sec) and 72°C (40 sec) and a final extension at 72°C (7 min). Amplified products were electrophoretically separated on 3% metaphor (50184, FMC, Rockland, ME)/1% agarose (0710-500G, Amresco, Solon, OH) gels in 0.5 × tris-borate-EDTA buffer, pH 7.4. The DNA was visualized by ethidium bromide (E-1510, Sigma) staining.

### RNA isolation

Total RNA was isolated from liver, muscle (combined soleus and gastrocnemius), pancreas, and adipose tissue (combined inguinal, epididymal, retroperitoneal, perirenal, and subscapular fat pads) using RNeasy Lipid Tissue Midi Kit (75842, QIAGEN, Valencia, CA) according to the manufacturer's instructions. For adipose tissue, muscle and pancreas, the entire tissue was homogenized and total RNA extracted, whereas approximately 50% of the liver was homogenized. Total RNA was further purified using RNeasy MinElute Cleanup Kit (74204, QIAGEN) for microarray analysis.

### Microarray Analysis

Hybridizations were performed at the University of Tennessee Affymetrix Facility (Knoxville, TN) using Affymetrix GeneChip^® ^Mouse Genome 430 2.0 Array (Affymetrix, Santa Clara, CA) following the standard protocol. The Mouse Genome 430 2.0 Array contains 45,000 probe sets on a single array to analyze the expression level of over 39,000 transcripts and variants from over 34,000 well-characterized mouse genes (Affymetrix). Total RNA isolated from adipose tissue, liver, muscle, and pancreas of a subset of F2 mice (n = 16) were used for microarray analysis, requiring 64 arrays. The 16 mice were chosen from the upper and lower tails (8 each) for plasma triglyceride distribution of all the male F2 mice, excluding overtly diabetic mice. The phenotypic values of these mice are presented in Table 1.

### Real-time quantitative RT-PCR (qRT-PCR)

Total RNA was isolated from adipose tissue, liver, muscle, and pancreas of B6 and TH male mice at 16 weeks of age as described above. Total RNA (2 μg) was reverse-transcribed with SUPERSCRIPT RT (11904-018, Invitrogen) using oligo d(T)12-18 (18418-012, Invitrogen) as primer to synthesize first-strand cDNA in 20-μl volume according to manufacturer's instructions. The primers used for the real-time PCR were proprietary for *Ctrc *(PPM39932A), *1700009P17Rik *(PPM27997A), *Sirpb1a *(PPM39258A), *Irs1 *(PPM05117E), *Cyp27a1 *(PPM30124A), *Mogat1 *(PPM28787E), *Usp37 *(PPM60128A), *Zfp69 *(PPM40990E), *Insig2 *(PPM26980A), *Pik3ca *(PPM05112A), *Agtr1b *(PPM31347B), *Ccdc79 *(PPM35025A), *Ccdc39 *(PPM28741A), and *Apoa2 *(PPM05347B) (SABiosciences, Frederick, MD). Oligonucleotide primers were also synthesized (Sigma) using sequences obtained from Primer Bank http://pga.mgh.harvard.edu/primerbank for *Ccdc46*, *Igfbp2*, *Ccl3*, *Ccl9*, *Ccl6*, *Msi2*, and *Spag5 *and from the published literature for *36B4 *[38] (Table 7).

**Table 7:** Primer sequences for real-time quantitative RT-PCR.

Gene	Forward Primer (5' - 3')	Reverse Primer (5' - 3')
*Ccdc46*	GCTGAGACCGAGATGACTCTG	GCACTTCGCACCTGATGAGA
*Igfbp2*	CAGACGCTACGCTGCTATCC	CCCTCAGAGTGGTCGTCATCA
*Ccl3*	TTCTCTGTACCATGACACTCTGC	CGTGGAATCTTCCGGCTGTAG
*Ccl9*	CCCTCTCCTTCCTCATTCTTACA	AGTCTTGAAAGCCCATGTGAAA
*Ccl6*	GCTGGCCTCATACAAGAAATGG	GCTTAGGCACCTCTGAACTCTC
*Msi2*	GACCTGTCGCCGATCTCTAC	GCGCTTATGTAATTCCCCACTC
*Spag5*	ACAGTGAGTCTGAGTTCTGCC	CTGTGAGTTTCTTGGTGAGTTCT
*36B4*	GAGGAATCAGATGAGGATATGGGA	AAGCAGGCTGACTTGGTTGC

The real-time PCR reaction was carried out in a 25-μl volume in 1× SYBR Green PCR core reagents (PA-112, SABiosciences) containing 1 μl cDNA template diluate (1:5, v/v) and 6 pmol primers using ABI Prism 7700 or 7300 sequence detection system (Applied Biosystems, Foster City, CA). For each sample, triplicate amplifications were performed and the average measurements used for data analysis.

### RT-PCR and sequencing of the *Apoa2* gene

Total RNA was extracted from pancreas of B6 and TH mice and the RNA (10 μg) was reverse-transcribed as described above. The single-strand cDNA was diluted with water (1:5, v/v), and 2 μl of the diluate was used to amplify *Apoa2 *cDNA using the Expand Long Template PCR System (Roche, Indianapolis, IN). Full length coding sequence was amplified using *Apoa2 *specific primers F1 (5'-AGAATCGCAGCACTGTTCC-3') and R1 (5'-GGAGAAAACAGGCAGAAGG-3') derived from Mus Musculus *Apoa2 *gene mRNA sequences (NM_013474). PCR products were first electrophoresed on a 1.2 % agarose gel. Bands of interest were excised from the gel, and DNA fragments were isolated (K3051-2, Clontech, Palo Alto, CA). The gel-purified PCR products were directly sequenced with primers originally used to amplify the PCR products. Sequencing was carried out automatically with fluorescent tags (3100 Genetic Analyzers, Applied Biosystems).

### Statistical Analysis

#### QTL mapping

QTL analysis was run using R/QTL [39] with composite interval mapping at default settings. Traits that showed positive skew were log transformed. The estimated map showed expansion compared to published marker locations, so the estimated map was used. This had the benefit of resolving putative genotyping errors on Chr 4. Genome wide significance thresholds were established by identifying the 10th (suggestive), 5th (significant) and 1st (very significant) percentiles from 10,000 permutations.

#### Microarray data analysis

Individual probe data were extracted using Bioconductor http://www.bioconductor.org, and the gcRMA (robust multi-array) process used to produce a signal measure for each gene. Statistical analysis was performed using SAS software (Cary, NC). A mixed ANOVA model [40] was run on the normalized data, fitting genotype and tissue treatment effects, and using array variation as the experimental error. Genes with significant (P < 0.05) ANOVA interaction, and significant pair-wise False Discovery Rate [41] were considered differentially expressed. Microarray expression data were also tested for relationship to phenotypes using correlation analysis in SAS [11]. A total of 45,000 probes * 39 phenotypes = 1.75 million regressions were run for each tissue. Similarly, analysis of variance in SAS was conducted to identify associations between markers and gene expression in each tissue, comparing marker genotypes for differences in mean expression at all microarray probes. P-values from both analyses were protected at a 5% False Discovery Rate. Microarray data have been submitted to the gene expression omnibus http://www.ncbi.nlm.nih.gov/geo/ under the accession number GSE24637.

#### Real-time qRT-PCR data analysis

Triplicate threshold cycle times were averaged for each mouse, and strain differences tested using a one-way ANOVA in SAS software (Cary, NC), with the 36B4 control gene values as a covariate to avoid analysis of ratios. Data are presented as relative fold-change using B6 mice as the reference by 2^(ΔCt of TH mice - ΔCt of B6 mice) ^[42], where ΔCt represents the treatment mean from ANOVA.

#### Physiological data analysis

Data analysis was conducted by ANOVA with StatView 5.0 (Abacus Concepts, Berkeley, CA). Differences were considered significant at *P *< 0.05. All data are presented as mean ± SEM.

## Authors' contributions

TPS did phenotyping and genotyping of F2 mice and was in charge for all aspects of animal care. HYK did microarray analysis. AMS conducted statistical analysis of the genetic and genomic data. JHK conceived the study and was primarily responsible for its coordination and design and did qRT-PCR and sequencing analysis. AMS and JHK drafted the manuscript, tables and figures. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Table S1 - Simple sequence length polymorphic markers for the genome-wide scans of the (B6 × TH) F2 mice**. The file contains the list of genetic markers and their estimated genetic map positions used in this study. Click here for file

# Supplementary material for: Genetic and genomic analysis of hyperlipidemia, obesity and diabetes using (C57BL/6J × TALLYHO/JngJ) F2 mice
**Source:** BMC Genomics. 2010 Dec 19;11:713. doi: 10.1186/1471-2164-11-713
**Supplement:** Additional file 1 — Table S1 - Simple sequence length polymorphic markers for the genome-wide scans of the (B6 × TH) F2 mice. The file contains the list of genetic markers and their estimated genetic map positions used in this study.

Additional file 1.

Table S1 - Simple sequence length polymorphic markers for the genome-wide scans of the (B6 x TH) F2 mice.

Marker	Chromosome	Position (cM)	Marker	Chromosome	Position (cM)
<i>D1Mit213</i>	1	25.70000	<i>D9Mit142</i>	9	35.62135
<i>D1Mit215</i>	1	39.09944	<i>D9Mit212</i>	9	82.23472
<i>D1Mit26</i>	1	54.02135	<i>D10Mit80</i>	10	4.00000
<i>D1Mit113</i>	1	92.56623	<i>D10Mit130</i>	10	40.45787
<i>D1Mit206</i>	1	96.92949	<i>D10Mit11</i>	10	74.11835
<i>D2Mit1</i>	2	1.00000	<i>D11Mit20</i>	11	20.00000
<i>D2Mit296</i>	2	29.57183	<i>D11Mit86</i>	11	37.55040
<i>D2Mit56</i>	2	53.53994	<i>D11Mit41</i>	11	69.06976
<i>D2Mit17</i>	2	86.53566	<i>D11Mit132</i>	11	82.01853
<i>D2Mit22</i>	2	103.63717	<i>D12Mit83</i>	12	6.00000
<i>D2Mit200</i>	2	138.33009	<i>D12Mit34</i>	12	27.01363
<i>D3Mit304</i>	3	5.60000	<i>D12Mit233</i>	12	66.42436
<i>D3Mit40</i>	3	42.68755	<i>D13Mit205</i>	13	5.00000
<i>D3Mit106</i>	3	64.88324	<i>D13Mit26</i>	13	59.21726
<i>D4Mit97</i>	4	6.30000	<i>D13Mit148</i>	13	95.52672
<i>D4Mit178</i>	4	35.50063	<i>D13Mit35</i>	13	132.74869
<i>D4Mit37</i>	4	61.37653	<i>D14Mit53</i>	14	12.5000
<i>D4Mit312</i>	4	97.34623	<i>D14Mit102</i>	14	36.7962
<i>D4Mit42</i>	4	105.47051	<i>D14Mit107</i>	14	76.0684
<i>D4Mit208</i>	4	110.14027	<i>D15Mit174</i>	15	6.70000
<i>D5Mit193</i>	5	1.00000	<i>D15Nds2</i>	15	23.19098
<i>D5Mit80</i>	5	21.06078	<i>D15Mit2</i>	15	71.02499
<i>D5Mit20</i>	5	58.25388	<i>D16Mit181</i>	16	4.30000
<i>D5Mit101</i>	5	132.21915	<i>D16Mit4</i>	16	29.14245
<i>D6Mit93</i>	6	26.29000	<i>D16Mit152</i>	16	71.19056
<i>D6Mit29</i>	6	44.26399	<i>D17Mit143</i>	17	5.00000
<i>D6Mit339</i>	6	80.85577	<i>D17Mit54</i>	17	50.59464
<i>D7Mit306</i>	7	1.70000	<i>D17Mit123</i>	17	96.88107
<i>D7Mit231</i>	7	38.40287	<i>D18Mit68</i>	18	11.00000
<i>D7Mit109</i>	7	111.37320	<i>D18Mit53</i>	18	39.33691
<i>D8Mit95</i>	8	8.00000	<i>D18Mit47</i>	18	74.83130
<i>D8Mit339</i>	8	27.79628	<i>D19Mit30</i>	19	20.00000
<i>D8Mit242</i>	8	55.75491	<i>D19Mit66</i>	19	42.58484
<i>D9Mit323</i>	9	6.00000	<i>D19Mit71</i>	19	69.08206

How the deposited data were processed for this re-analysis (not part of the article)

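Plasma and weight traits of 393 F2 male mice of the cross of C57BL/6J and TALLYHO/JngJ mice and their genotypes at 68 markers were used as deposited by the authors. The values of this table are in units other than counts or intensities: per the paper, triglyceride and glucose in mg/dl, total cholesterol in mmol/l, insulin in ng/ml and weights in g, taken by the authors from fasting plasma with commercial kits and from dissected tissue. The 32 traits of the paper were used, with 7 other columns of traits (free fatty acids at 5 ages, brown fat and body weight at death) whose unit is not stated, and 12 columns of logs of these traits were not used. The expression values are log2 values that the authors made from Affymetrix mouse genome arrays with gcRMA and deposited, for 64 arrays of 4 tissues of 16 F2 mice, 8 with high and 8 with low plasma triglyceride by the labels of the samples. The lowest value is shared by the arrays of a tissue and differs between tissues, so tests were made within a tissue only.

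The deposited trait and genotype table as held here has no mouse number, and mice were not matched to arrays by order or by values. Not run for this reason were the traits of high against low triglyceride mice, associations of markers with expression, correlations of expression with traits, the putative cis-acting genes, the genes of Table 6 by genotype, the gene lists against fat pad weight, and an alternative with mouse number in bins. The parental strains and the quantitative PCR were not analysed here.

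Genotype probabilities were computed at steps of 1 cM with an error rate of 0.0001 on the map of Table S1. Composite interval mapping by Haley-Knott regression used 3 marker covariates chosen by forward selection and a window of 10 cM. Insulin, glucose and the subscapular fat pad were taken as log10, as was brown fat. Each trait was shuffled 100 times over the mice, and the 95th percentile of the highest LOD score, pooled over traits, was the threshold. A locus of Table 2 was searched 20 cM on either side of its marker. Differences among genotypes were tested with 100000 resamples, and p-values were adjusted by the Benjamini-Hochberg method. The effect at an age was compared with the mean effect at the other ages by a permutation test in mice measured at all 5 ages. Pairs of markers on different chromosomes were tested by regression with and without interaction terms, with 100 shuffles for each of the 32 traits. The genotype combinations named in the text of the paper were compared with the other mice by permutation test, adjusted over the 3 combinations.

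Of the probe sets 45037 were tested, without controls. limma compared high with low triglyceride mice within each tissue, at an adjusted p of 0.05. The lists written beforehand were tested with limma's camera at a preset correlation of 0.01 and with an estimated correlation, adjusted within a tissue. They were 6 lists in liver, 3 in pancreas, 4 in muscle and 4 in adipose tissue, and 11 lists of markers of cell types and handling in each tissue. Genes are named if the paper names them, if they are among the 10 largest past the threshold, or, where fewer pass, if they are among the 5 with the lowest p. Each comparison was set against 100 splits of the 16 mice, the real one included.

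Alternatives set before the data came were simple interval mapping, log10 for all traits, no log for any trait, the 379 mice without diabetes (glucose under 300 mg/dl at all ages), typed markers alone, pairs on a grid of 5 cM, ages scaled to SD 1, and for expression quantile normalization within the tissue, probe sets with a mean log2 of 4 or more only, a plain F test for each probe set, array weights, the replicate number as a block, and leaving out each array in turn. Chosen after the data were seen were the marker positions of the deposited table, the highest score on the whole chromosome, maximum likelihood in place of regression on the whole chromosome (with the threshold of each trait alone, since these thresholds differ widely between traits; the threshold pooled over traits was 5.72; pairs at steps of 10 cM with 20 shuffles for each trait), the marker nearest to a peak, the genes of Table 5 without the combined entry for cholesterol and triglyceride, the liver without the array of low triglyceride replicate 7, 20 draws of genotypes unrelated to the arrays, and the repeatability of the traits with 2000 bootstrap samples. A value is said to differ from that of the paper if it differs by over 1.5 times.

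On simulated traits of these mice with no locus, 9 of 200 passed the threshold, and with no interaction 2 of 30 passed the threshold for pairs. An additive locus at a typed marker explaining 8% of the variance was found in 97.5% of 200 traits. Loci and pairs between markers were not simulated. On simulated expression with no change, limma made 0 calls in each tissue. Scripts used python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, numba 0.67.0, statsmodels 0.14.6, matplotlib 3.10.9, R 4.3.3 and limma 3.58.1.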

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

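All tests of explanations in this part were chosen after the result was seen.

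The liver array of low triglyceride replicate 7 carries little liver RNA signal. Its correlation with the other liver arrays is 0.831, and its hepatocyte, adipocyte and thermogenesis marker means are 5.29, 11.7 and 10.0, with skeletal muscle markers at 12.5 against 2.44 to 8.43 on the other livers and 3.50 to 13.2 on adipose tissue arrays. Liver RNA mixed with RNA of another tissue would keep hepatocyte markers near the other livers, and they lie -9.53 log2 units away. A swap within the series would leave another array closest to a tissue that is not its own, and 0 of the other 63 arrays are. Its thermogenesis mean is 1.66 above the highest of the other 63 arrays, so RNA of a fat depot with brown adipocytes is a candidate explanation, which only the authors' records of the dissection could settle.

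The LOD scores of the paper lie above those from regression for cholesterol at 8 weeks, for glucose at 24 weeks and for the pairs of Table 3. Maximum likelihood between distant markers gives the full LOD score of Table 3 within 0.1 for 14 of 14 pairs, 6.15 for glucose at 24 weeks on the whole chromosome and 10.9 for cholesterol at 8 weeks, so the method between markers is a likely source of these differences. Scans of shuffled mice by maximum likelihood reached the highest full LOD score of a Table 3 pair of the trait in 85 of 140. They did so in 20 of 20 for triglyceride at 20 weeks and cholesterol at 24 weeks. The counts were 17 of 20 for triglyceride at 16 weeks, 13 for glucose at 12 weeks and 10 for cholesterol at 8 weeks. For these plasma traits the highest full LOD scores thus lay within those that this method gives in shuffled mice. Whether the pairs interact is left open, since the scans compare full LOD scores and not the interaction. For the inguinal fat pad 4 of 20 reached it, so an excess was not shown. The sum of fat pads, at 1 of 20, is left open, since 20 shuffles are few.

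With genotypes drawn at random and unrelated to the arrays, an F test of genotype gave a median of 8398 probe sets past a 5% false discovery rate in liver. This rate was adjusted over all probe sets and markers. The median was 31.5 where each genotype class held 3 or more mice and 161 among probe sets with a mean log2 of 4 or more, so small genotype classes and values near the floor may each give rise to such counts. The array of low triglyceride replicate 7 is not the whole source, since the median without it was 8090.5. In adipose tissue, muscle and pancreas the medians with all genotype classes were 5621, 6697 and 17809.5. There 20 of 20 draws were at or above the paper's counts of 1410, 1832 and 4130, and in liver 9 of 20 reached its 8764. With 3 or more mice in each class, 0 of 20 draws did in any tissue by this adjustment. Adjusted within each marker, 2 of 20 draws did so in adipose tissue (highest 1750) and 0 in the other tissues. In liver with all genotype classes, 12 of 20 then reached the paper's count. The test of the paper is not exactly this one. Its smallest classes and the tests it adjusted over are not known here, so its own counts were not tested.

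The number of probe sets past the threshold between high and low triglyceride mice, 0 in each tissue, was reached in 100 of 100 splits of the mice in liver (highest other count 1), in 100 of 100 in pancreas (highest other 1), in 100 of 100 in muscle (highest other 0) and in 100 of 100 in adipose tissue (highest other 11). Since any split reaches 0, the counts at an unadjusted p under 0.05 say more: as many as the real 1723 in liver and 1848 in muscle came in 2 of 100 splits each, as many as the 1003 in pancreas in 14 and as many as the 2080 in adipose tissue in 20. For the gene lists, 37 of 100 splits gave as many lists as the real one, and the highest other count was 12. The liver array of low triglyceride replicate 7 was kept in these splits.

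In 17 of 88 combinations of a measure and a group of 8 arrays, an array stood apart from the rest. The combinations share arrays, and 4 of the 17 are the liver array above. The others were B cell markers in liver low replicate 3 (3.76), erythroid markers in pancreas high replicate 5 (2.99; with probe sets chosen within the tissue, high replicate 7 is highest, at 2.96), macrophage genes in muscle low replicate 6 (4.10), and acinar markers in adipose tissue high replicate 1 (2.64) and low replicate 4 (7.19), liver high replicate 8 (2.71) and muscle low replicate 3 (3.49). Skeletal muscle markers stood apart in adipose tissue high replicate 3 (3.50), liver high replicate 4 (8.43), muscle low replicate 2 (15.2) and pancreas high replicate 5 (2.78), skin markers in muscle low replicate 3 (4.04), and thermogenesis genes in muscle high replicate 4 (5.53). The cause was not tested.

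Loci past the threshold that Table 2 does not list were glucose at 8 weeks on Chr 4 (LOD score 5.10), glucose at 12 weeks on Chr 8 (3.75), cholesterol at 24 weeks on Chr 10 (3.60), body weight at 16 weeks on Chr 14 (3.63) and the epididymal fat pad on Chr 6 (3.73). Among traits that the paper does not report, they were free fatty acids at 16 weeks on Chr 16 (3.64), brown fat on Chr 1 (6.45) and Chr 11 (4.86), and body weight at death on Chr 1 (3.60) and Chr 11 (4.23). Pairs past the threshold of 5.97 were triglyceride at 12 weeks with D5Mit101 and D19Mit30 (6.81, reached in 2 of 100 shuffles) and cholesterol at 16 weeks with D10Mit130 and D11Mit86 (7.49, in 0). The thresholds hold for a trait at a time and were not corrected for the number of traits scanned. Simulated traits passed in 9 of 200 with no locus and in 2 of 30 with no interaction. Some of these loci and pairs can therefore be chance results.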

How the results depend on the processing

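Maximum likelihood, the whole chromosome, the deposited map and the liver without an array were chosen after the result was seen, and the other settings were planned. Of 110 planned values of the LOD scores 92 kept their side of the threshold, and of the 14 loci past it 12 stayed past it under every planned setting. No result was reversed. Maximum likelihood is taken as the highest score on the chromosome against the threshold of the trait alone. Against the threshold pooled over traits, 5.72, its scores below for body weight, carcass weight and insulin do not pass.

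Triglyceride at 8 weeks on Chr 1 passed with log10 (3.94) and without diabetic mice (3.58). Triglyceride at 12 weeks on Chr 11 no longer passed within 20 cM of D11Mit132 with log10 (1.37) or at the typed marker (1.43), while the highest log10 score on the chromosome did (3.52 at 42 cM). Triglyceride at 24 weeks on Chr 8 passed with simple interval mapping (3.56), log10 (3.62) and at the typed marker (3.56). Cholesterol at 12 weeks on Chr 3 did not pass with log10 (3.11) or maximum likelihood (4.05). Glucose at 24 weeks on Chr 4 passed with the deposited map (3.74) and maximum likelihood (6.15).

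On Chr 11, simple interval mapping and the deposited map within 20 cM of D11Mit41, and the whole chromosome and maximum likelihood with peaks over 25 cM from it, passed for body weight at 20 weeks (4.21, 4.35, 4.44 and 4.47), body weight at 24 weeks (4.10, 4.46, 4.52 and 4.49) and carcass weight (4.03, 4.39, 4.45 and 4.49). Body weight at 24 weeks on Chr 1 passed with simple interval mapping (3.54), log10 (3.68), without diabetic mice (3.98), at the typed marker (3.44) and with maximum likelihood (3.55). By maximum likelihood the mesenteric fat pad on Chr 1 (4.14) and carcass weight on Chr 14 (3.67) did not pass. For carcass weight the score by regression was 3.75, and 6 of 100 shuffles of this trait reached it. It thus fails the threshold of the trait alone by regression too, so this loss does not need the change of method. The highest score for insulin passed with simple interval mapping (3.35), log10 (3.53), without diabetic mice (3.85) and with maximum likelihood (3.48). The maximum likelihood score is under that by regression, 3.53, so its pass comes from the threshold of the trait alone and not from the method.

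The number of gene lists that passed was 1 of 17 with an estimated correlation. With the replicate block, 4 probe sets passed in adipose tissue, among them Gprasp1 (-0.64), Npr2 (-0.67) and Bmp6 (-0.70), genes named after the values were seen. The replicate numbers do not pair the arrays, since the correlation of arrays with the same number was above 0.1 in 4 of 8 pairs in adipose tissue, 1 in liver, 1 in pancreas and 0 in muscle. Leaving out each array in turn gave 0 to 0 probe sets in liver, 0 to 1 in pancreas, 0 to 2 in muscle and 0 to 1 in adipose tissue. The genes were Khk in pancreas without high replicate 2 (0.66), Opn1mw in muscle without high replicate 3 (-2.53, at most a bound since the high group lies near the floor), Cpox in muscle without low replicate 3 (-0.75) and Hspa9 in adipose tissue without high replicate 1 (-0.35).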

Differences from the paper's values

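The whole chromosome and maximum likelihood, named below, were chosen after the result was seen. For the pairs, full and additive LOD scores here are over mice typed at both markers and interaction LOD scores over all mice with the trait, so the first less the second can differ from the third.

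The paper gives a LOD score of 11.83 for cholesterol at 8 weeks near D1Mit113, and it is 4.22 here. For glucose at 24 weeks near D4Mit312 the paper gives 6.13, and it is 2.27 here. Near D11Mit41 the paper gives 4.51 for body weight at 20 weeks, 4.43 for body weight at 24 weeks and 4.48 for carcass weight, and within 20 cM of that marker the scores here are 0.163, 0.117 and 0.358. The highest scores on that chromosome are 4.44, 4.52 and 4.45, at 42, 35 and 39 cM, near the best locations that the paper gives. D11Mit41 lies at 69.1 cM on the map used and at 49 cM on that of the deposited table. For these traits the difference is thus in the marker named, not in the height of the peak. By maximum likelihood the highest scores on the chromosome are 10.9 for cholesterol at 8 weeks and 6.15 for glucose at 24 weeks.

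For glucose at 12 weeks, the paper's interaction LOD score of D15Mit2 and D19Mit30 is 6.8, against 4.16 here. For D5Mit80 and D7Mit231 the paper's full and interaction LOD scores are 9.3 and 6.4, against 5.15 and 2.82 here. For D12Mit233 and D19Mit30 they are 9.3 and 6.5 in the paper, against 4.84 and 2.18 here. The 3 values of the next pairs are full, additive and interaction LOD scores.

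For triglyceride at 16 weeks with D3Mit304 and D13Mit26 the paper gives 12.3, 2.1 and 10.2, against 4.09, 0.697 and 3.41 here. For triglyceride at 20 weeks the paper gives 10.8, 2.8 and 8.1 with D10Mit130 and D17Mit123, against 4.12, 1.51 and 2.58 here, and 11.1, 0.9 and 10.2 with D5Mit101 and D16Mit152, against 2.57, 0.160 and 2.43 here. With D7Mit109 and D14Mit102 the paper's full and interaction LOD scores are 11.7 and 10.4, against 2.56 and 1.23 here, and the paper's percent of variance is 4.8, against 3.12 here. At D14Mit107, the marker in the text of the paper, the percent of variance is 4.82 here.

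For cholesterol at 8 weeks the paper gives 12.9, 2.1 and 10.8 with D5Mit80 and D17Mit54, against 3.58, 0.307 and 3.18 here, and 9.3, 1.9 and 7.4 with D5Mit101 and D14Mit107, against 3.21, 0.790 and 2.25 here. For cholesterol at 24 weeks the paper gives 13.4, 5.8 and 7.6 with D1Mit26 and D10Mit11, against 6.31, 3.55 and 2.77 here, 10.5, 2.0 and 8.6 with D16Mit152 and a marker on Chr 15 printed as D5Mit2, against 3.47, 1.22 and 2.25 here with D15Mit2, and 13.6, 1.8 and 11.8 with D4Mit97 and D5Mit101, against 3.02, 0.882 and 2.13 here.

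For the inguinal fat pad with D7Mit109 and D8Mit242 the paper gives 9.9, 3.0 and 6.9, against 3.05, 0.823 and 2.23 here. For the sum of fat pads with D7Mit109 and D17Mit123 it gives 9.8, 2.7 and 7.1, against 3.22, 1.08 and 2.13 here. By maximum likelihood at the positions of Table 3, the full LOD score comes within 0.1 of the paper for 14 of 14 pairs.

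The deposited table gives the paper's mean of Table 1 for 29 of 32 traits and its percent of variance in Table 2 for 20 of 21 combinations.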

Other observations

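All comparisons of repeatability in this part were chosen after the result was seen, and the genes and lists were set beforehand.

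Cholesterol had the lowest intraclass correlation across ages, 0.0920 (95% interval 0.0515 to 0.138), with an interval that overlaps that of free fatty acids (0.150, 0.109 to 0.192), against 0.388 for triglyceride (0.335 to 0.439) and 0.848 for body weight (0.822 to 0.873). After the genotype at D1Mit113 was removed, that of cholesterol was 0.0324. The cause was not tested.

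Genes that the paper names did not differ between high and low triglyceride mice by limma after adjustment. In adipose tissue, liver and pancreas the paper names them for correlations with weights, marker associations or a comparison of strains. This contrast therefore does not test its statements about those genes. Spag5, Msi2 and Pik3ca in muscle it names for a correlation with triglyceride. In adipose tissue Mogat1 was at 6.71 against 7.34 (log2 difference -0.63, adjusted p = 0.900), Irs1 had -0.44, Igfbp2 0.13, Ccl9 0.58, Ccl6 0.40, Sirpb1a -0.09, Cyp27a1 -0.39 and Usp37 -0.44, and Ccl3 was near the floor at 2.30 against 2.37. In liver without the array of low triglyceride replicate 7, Igfbp2 was at 11.0 against 11.6 (-0.56, adjusted p = 0.802) and Apoa2 had -0.02. Ctrc in pancreas had -0.04. In muscle Insig2 had 0.03, Spag5 0.03, Msi2 -0.07 and Pik3ca -0.09. These are the probe sets of highest mean. The 7 other probe sets of Msi2 ran from -0.41 to 0.14, with 3 of opposite sign to that given. The 5 others of Pik3ca ran from -0.57 to 0.04, with 1 of opposite sign. Agtr1b, Ccdc39 and Ccdc79, also named for a correlation with triglyceride in muscle, lay near the floor.

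On the liver array of low triglyceride replicate 7, Alb was at 6.50 against a mean of 15.7 on the other 15 liver arrays, Ucp1 at 13.6 against 2.58 and Adipoq at 14.2 against 2.67. Of the 9 thermogenesis genes, 2 reach a log2 of 4 in the other livers and 1 is in another list.

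Of the 11 lists of markers of cell types and handling, those that did not pass by limma's camera had a smallest adjusted p of 0.132 in pancreas, 0.0594 in muscle and 0.108 in adipose tissue. In liver with all arrays, skeletal muscle markers were lower (median -1.22) and hepatocyte markers higher in high triglyceride mice (adjusted p = 0.0427 for each, and adjusted p = 0.640 for each with an estimated correlation). Without the array of low triglyceride replicate 7, 0 of 11 lists passed in liver, with a smallest adjusted p of 0.180.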
